# Defining Specific Cell States of MPTP-Induced Parkinson’s Disease by Single-Nucleus RNA Sequencing

**DOI:** 10.3390/ijms231810774

**Published:** 2022-09-15

**Authors:** Yunxia Guo, Junjie Ma, Hao Huang, Jitao Xu, Chao Jiang, Kaiqiang Ye, Ning Chang, Qinyu Ge, Guangzhong Wang, Xiangwei Zhao

**Keywords:** Parkinson’s disease, 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine, single-nucleus RNA sequencing, cellular states, cell–cell communications

## Abstract

Parkinson’s disease (PD) is a neurodegenerative disease with an impairment of movement execution that is related to age and genetic and environmental factors. 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP) is a neurotoxin widely used to induce PD models, but the effect of MPTP on the cells and genes of PD has not been fully elucidated. By single-nucleus RNA sequencing, we uncovered the PD-specific cells and revealed the changes in their cellular states, including astrocytosis and endothelial cells’ absence, as well as a cluster of medium spiny neuron cells unique to PD. Furthermore, trajectory analysis of astrocyte and endothelial cell populations predicted candidate target gene sets that might be associated with PD. Notably, the detailed regulatory roles of astrocyte-specific transcription factors Dbx2 and Sox13 in PD were revealed in our work. Finally, we characterized the cell–cell communications of PD-specific cells and found that the overall communication strength was enhanced in PD compared with a matched control, especially the signaling pathways of NRXN and NEGR. Our work provides an overview of the changes in cellular states of the MPTP-induced mouse brain.

## 1. Introduction

Parkinson’s disease (PD), a prevalent neurodegenerative disease, is predominantly characterized by motor disorders, followed by non-motor symptoms including cognition impairments, autonomic dysfunction and hyposmia [1]. PD mainly affects the elderly, accounting for a prevalence of 1.7% in the population aged over 65 and the number of PD patients increases with aging, which causes serious health problems and care costs for the elderly and their families. Currently, PD is universally acknowledged to be caused by neuronal death in substantia nigra [2], the degeneration of dopaminergic neurotransmission and the accumulation of a-synuclein (Lewy bodies) in neuronal cells [3]. However, PD is presently incurable, and the underlying mechanisms behind the neurological degeneration have been the subject of intense study over the last two hundred years.

Single cell/nucleus RNA sequencing (sc/snRNA-seq) technology has emerged as the most powerful instrument for assessing cell-type heterogeneity [4], and this technique has been widely used in neuroscience. To date, the majority of previous sc/snRNA-seq studies on PD have focused on iPSC-derived dopamine neurons [5,6] and mutant mouse (*LRRK2, SNCA*) postmortems brain [7,8,9]. However, most PD cases are sporadic, and up to 15% of PD cases are related to genetic mutations, but various environmental factors can also induce PD-like symptoms. MPTP is a neurotoxin that can cause PD symptoms such as bradykinesia, postural instability, rigidity, cognitive deficits and temporary autonomic disturbances [10]. MPTP can cross the blood–brain barrier (BBB) and be oxidized to 1-methyl-4-phenylpyridinium (MPP^+^) by monoamine oxidase B, and then MPP^+^ is concentrated in the dopaminergic terminals and cell bodies by the dopamine uptake transporter to produce toxicity [11]. This process is often accompanied by astrogliosis and microgliosis and endothelial cell injury [12]. However, all of these results were derived from traditional techniques such as immunohistochemical and positron emission tomogram imaging [12]. In addition, a current study on the MPTP-PD transcriptome is limited to RNA-seq for bulk tissues [13]. Although these studies provide valuable insights into the cellular phenotypic effects of MPTP on the mouse brain, how MPTP affects the cell states at the single cell transcriptional level has yet to be elucidated.

Here, we applied snRNA-seq to investigate complex cellular state changes in the brain tissue of MPTP-PD and matched control (CN) mice. Firstly, we identified PD-specific astrocytes and endothelial cells based on cell proportion, cell density, differential expression genes and transcriptional regulation analysis. Then, the activation states of PD-specific cells were characterized by trajectory reconstruction analysis, and the gene sets that may mediate PD development were discovered. Moreover, another PD-related cell, PD-exclusive D2-medium spiniform neuron (D2-MSN), was identified through the re-clustering of PD-deficient neurons, which might be an independent cellular state caused by MPTP induction. Eventually, we analyzed the changes in the communication relationship between PD-specific cells to explore the effects of MPTP on the communication pattern of these cells. Altogether, our work lays the foundation for elucidating the effect of MPTP on the cellular heterogeneity of brain tissue in PD, and we expect that our study will significantly facilitate future studies in PD mechanisms.

## 2. Results

### 2.1. Single-Nucleus Transcriptome Profiling to Identify Cell Populations

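Nuclei of 8-week-old male C57BL/6J mice were sequenced by droplet-based snRNA-seq (10x Genomics) as 1 library from MPTP-PD mice and 1 library from CN mice, each from a mixture of cortex, hippocampus, striatum and cerebellum. There are no replicates, so no p-value was computed from nuclei. The 95% intervals printed with shares (exact Clopper-Pearson) and with summed counts (exact Poisson) cover counting error only. The authors counted unique molecular identifiers (UMIs) with Cell Ranger and deposited, for each library, the counts of 55487 genes in every barcode, without filtering or normalization. The CN library held 102395878 UMIs in 1550227 barcodes with at least 1 UMI, and the MPTP-PD library held 93312742 UMIs in 1538936 such barcodes. Barcodes with at least 543 UMIs, the lowest count in the part of Table S1 at hand, at least 300 genes and at most 1% mitochondrial UMIs were kept, and the barcodes with the highest doublet scores were removed at a rate of 0.8% per 1000 barcodes. The counts were integrated with Seurat (SCTransform, 3000 features, 30 principal components) and clustered at a resolution of 0.8. Clusters were named in each library from lists of marker genes fixed before the data were examined, and a class named this way carries the ending -like. The rule that scores the markers was revised 4 times after the clusters had been seen. The cluster names of the study, such as Ex5 or AST1, come from the rows of Table S1 at hand, all of them CN nuclei. Each other nucleus took the most common name among its 15 nearest labelled nuclei, and in a 10-fold cross-validation 77.7% of 1641 labelled nuclei received their own name. The level of a gene in a class is the sum of its UMIs over the nuclei of the class, normalized to all UMIs of these nuclei and given as CPM. Ratios are MPTP-PD over CN on the log2 scale, with 0.5 UMI added to each sum of UMIs. RNA outside nuclei, called free RNA, was measured in barcodes with 1 to 100 UMIs, which held 2446262 UMIs in CN and 2312510 in MPTP-PD. Shares of nuclei with a UMI of a gene were taken after each nucleus had been thinned to 500 UMIs, unless stated otherwise.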

To investigate the effects of MPTP on the cellular heterogeneity of the brain in PD, snRNA-seq was performed on the mixed samples of four brain regions from MPTP-PD and CN mice (Figure S1A), which have been shown to be associated with PD in the previous work [13]. 

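Within the limits on UMIs, genes and mitochondrial UMIs lay 19050 barcodes of CN and 9014 of MPTP-PD, of which 2903 and 650 were removed as doublets. This left 16147 nuclei in CN and 8364 in MPTP-PD, a total of 24511. The median nucleus of CN held 1159 UMIs and 701 genes, and the median nucleus of MPTP-PD held 4027 UMIs and 1958 genes. These nuclei accounted for 64410993 UMIs in CN and 56446473 in MPTP-PD. A lower limit of 1000 UMIs moved the count most, to 9086 nuclei in CN and 7261 in MPTP-PD. The limits written in the methods were at least 200 and at most 4000 genes, at most 10000 UMIs and at most 10% mitochondrial UMIs. They were applied together with the lower limit on UMIs taken from Table S1, which the methods do not state. This kept 16693 nuclei in CN and 8369 in MPTP-PD. Counts under the written limits alone are not given here. A Monte Carlo test against the profile of barcodes with 300 to 400 UMIs, added after the data had been seen, passed 10752 nuclei of CN and 7908 of MPTP-PD at a false discovery rate of 0.01.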

After filtering out potential doublets, and poorly sequenced and damaged nuclei, 19,531 high-quality nuclei were kept for downstream integrated analysis (Figure S1B,C). 

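Graph-based clustering of the integrated nuclei gave 37 clusters over both libraries. At a resolution of 0.4 it gave 27 clusters, and at a resolution of 2 it gave 48. The second round of clustering that the methods describe for excitatory neurons was not repeated.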

After batch correction, 24 clusters were identified and showed largely similar cellular landscapes in MPTP-PD and CN (Figure 1A and Figure S1D), and the results of cell correlation further confirmed the accuracy of cell classification (Figure S2A). These clusters were manually identified on the basis of the expression of known cell-type-specific markers; eight major cell types were annotated: excitatory neurons (Ex1–13), inhibitory neurons (Inh1–4), astrocytes (AST1–2), microglia (MG), an oligodendrocyte cell (OLG), oligodendrocyte precursor cell (OPC), endothelial cell (ENDO) and pericyte (PEC) (Figure 1B and Figure S2C and Table S1). 

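Most named classes held nuclei of both libraries. Excitatory neuron-like nuclei made up 30.8% of CN (30.1% to 31.5%) and 28.8% of MPTP-PD (27.9% to 29.8%), with a median of 1728 UMIs in CN and 8867 in MPTP-PD. The direction depends on the naming: where a cluster named in 1 library gave its name to both, a comparison added after the data had been seen, the shares were 30.9% (30.2% to 31.6%) and 33.5% (32.5% to 34.6%). With the first version of the naming rule they were 6.27% (5.90% to 6.65%) and 22.6% (21.7% to 23.5%). Inhibitory neuron-like nuclei rose from 4.18% to 9.62% and cerebellar granule neuron-like nuclei from 5.29% to 7.38% (a log2 ratio of 0.48, or 1.31 when clustered without integration and 1.18 with the first version of the naming rule; 330 of the 854 CN nuclei lie in a cluster with a median of 33008.5 UMIs and 1 marker of the class among its leading genes), whereas dentate granule neuron-like nuclei fell from 4.14% to 1.88%. Microglia-like nuclei made up 0.879% of CN (0.741% to 1.04%) and 0.813% of MPTP-PD (0.632% to 1.03%), a difference within counting error. Pericyte-like nuclei made up 0.948% and 2.31%, and fibroblast-like nuclei 2.24% and 3.53%. These comparisons depend on the denominator. Non-neuronal nuclei numbered 2165 in CN and 2743 in MPTP-PD. Of them, 142 and 68 were microglia-like and 361 and 295 fibroblast-like, a lower share in MPTP-PD for each class. Pericyte-like nuclei numbered 153 and 193. This comparison was added after the data had been seen, and no interval was computed for it. Nuclei of clusters left unnamed made up 40.7% of CN at a median of 636 UMIs and 14.3% of MPTP-PD at a median of 749.5 UMIs. Not all of these lack markers: 303 MPTP-PD nuclei had 8 excitatory neuron markers detected and 74 had 10 astrocyte markers, and they were left unnamed because another class had as many leading genes. Choroid plexus epithelial cell-like nuclei were found in MPTP-PD alone, and 43 ependymal cell-like nuclei (0.266%) in CN, with 2 MPTP-PD nuclei of the same cluster too few to be named. The study's names and the classes did not always meet. Of the Table S1 nuclei kept here, all 66 named OPC lay in fibroblast-like clusters and 0 in the oligodendrocyte precursor cell-like class. In cerebellar granule neuron-like clusters lay 80 named Inh1.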

To investigate the changes in cell-type composition associated with MPTP-PD, three approaches were used. Initially, we examined changes in the composition of each cluster in the context of disease and found several that were overrepresented (Ex8–13, AST, OLG) or underrepresented (Ex1–7, ENDO) in MPTP-PD, and the proportion of other cells was similar to CN (Figure 1C). 

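Astrocyte-like nuclei made up 4.12% of CN nuclei (3.82% to 4.44%) and 17.3% of MPTP-PD nuclei (16.4% to 18.1%), a log2 ratio of 2.06. The denominator moved this ratio most: as a share of non-neuronal nuclei it was 0.77, from 30.8% to 52.6%. Doublet removal lowered the CN share: without it, astrocyte-like nuclei made up 5.21% of CN and 16.7% of MPTP-PD, a log2 ratio of 1.68. Oligodendrocyte-like nuclei rose from 0.979% (0.833% to 1.14%) to 3.05% (2.69% to 3.44%). Among non-neuronal nuclei they made up 7.30% (6.24% to 8.48%) and 9.30% (8.24% to 10.4%). These intervals overlap, and the difference itself was not tested. Endothelial-like nuclei made up 2.32% of CN (2.09% to 2.56%) and 2.00% of MPTP-PD (1.71% to 2.32%), a log2 ratio of -0.21 that lies within counting error. Among non-neuronal nuclei the endothelial-like ratio was -1.50, and without doublet removal it was -0.44, with intervals that do not overlap. Its sign depends on a pair of clusters that the final naming rule, chosen after the clusters had been seen, leaves unnamed. One holds 487 MPTP-PD nuclei (5.82% of that library) with a median of 623 UMIs, of which 20.7% differed from empty droplets, and the other holds 52 CN nuclei (0.322%). The first version of the rule called both endothelial-like and gave a log2 ratio of 1.57. Nuclei with the names Ex1 to Ex7 made up 72.8% of CN (72.1% to 73.5%) and 27.3% of MPTP-PD (26.4% to 28.3%), with a median of 865 and 1594 UMIs. Those with the names Ex8 to Ex13 made up 4.84% (4.52% to 5.19%) and 21.8% (20.9% to 22.7%), with a median of 11587 and 9860 UMIs. Most of the CN nuclei in the first group were Ex5, which held 55.1% of CN at a median of 722 UMIs and 16.4% of MPTP-PD at a median of 730 UMIs. Free RNA made up an estimated 76.3% of the Ex5 UMIs in CN and 53.2% in MPTP-PD, where Ttr, with 100 CPM against 656 CPM in free RNA, allows less than the estimate. The CN shares rest on barcodes that the study did not all keep. Up to the last barcode of the part of Table S1 at hand, 3359 CN barcodes lay within the limits, and 59.5% of them are in the table. In that part, by the study's own names, Ex1 to Ex7 made up 52.5%, Ex5 21.1% and ENDO 4.65% of CN.

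**Figure D1:**
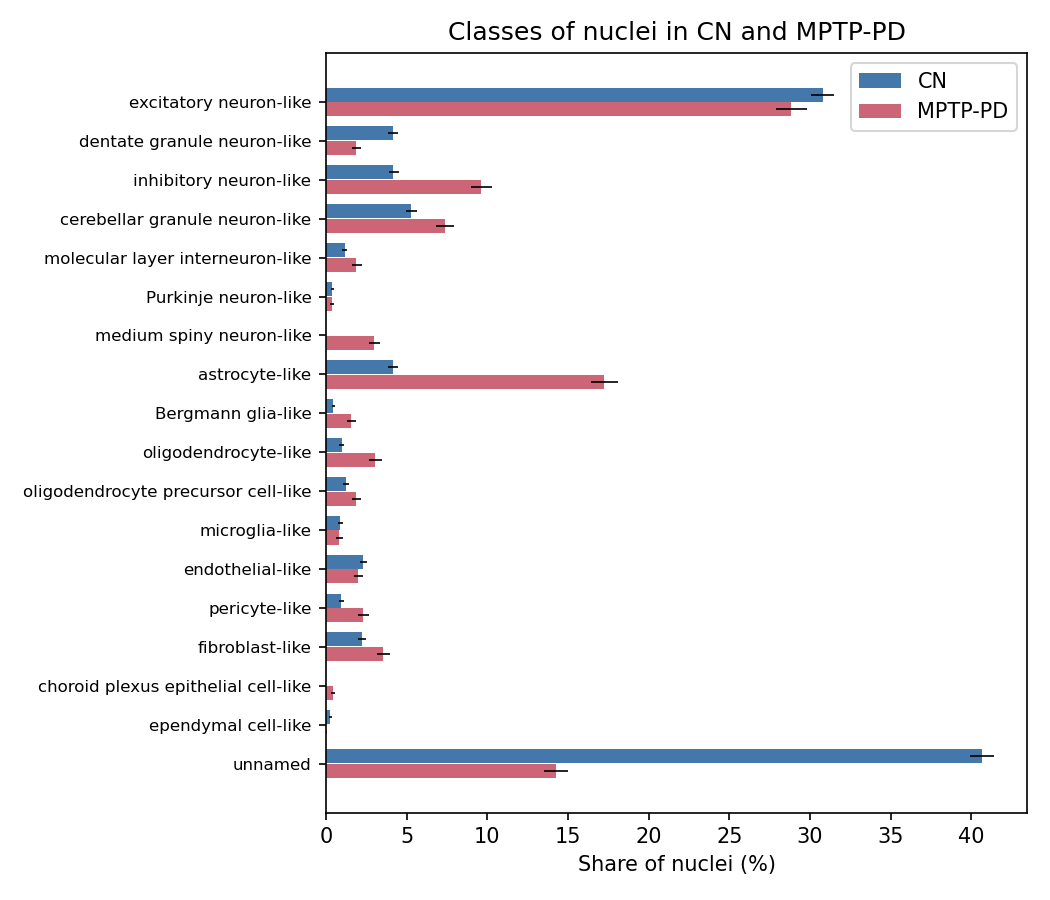
Share of nuclei (%) in each class named from markers, in CN and MPTP-PD. Bars are shares of the 16147 CN and 8364 MPTP-PD nuclei and lines are 95% Clopper-Pearson intervals; the largest gaps are those of the unnamed and the astrocyte-like nuclei.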

Subsequently, we compared PD and CN cell density distributions in the UMAP representation and found that the fraction of AST1, Ex4 and Ex9 in MPTP-PD were increased compared to CN (Figure 1D and Figure S2C). In addition, we evaluated whether the expression patterns of PD-associated risk genes were cell-specific. 

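By the transferred names, AST1 rose from 4.05% of CN (3.75% to 4.37%) to 17.0% of MPTP-PD (16.2% to 17.8%), or from 654 to 1418 nuclei. In the part of Table S1 at hand, all CN, AST1 made up 9.96% (8.68% to 11.4%). Ex9 rose from 0.731% (0.605% to 0.875%) to 4.87% (4.41% to 5.35%). Ex4 made up 4.01% of CN (3.71% to 4.32%) and 2.83% of MPTP-PD (2.49% to 3.21%). Its median nucleus held 1506 UMIs in CN and 7964 in MPTP-PD.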

The results showed that PD-risk variants were significantly enriched in Ex9, Ex12 and ENDO cells (*p*-value < 0.05, OR > 1) (Figure 1E). Altogether, these results preliminarily predicted that AST1, ENDO and excitatory neurons might be the cell types with the most obvious effects of MPTP on PD.

### 2.2. Multi-Dimensional Validation of MPTP-PD Specific Cells

To verify our prediction of PD-specific cells, we investigated further from multi-dimensions including differential expression genes (DEGs) and transcriptional regulation analysis. We compared the numbers of cell-type DEGs between PD and CN, and found that about 75% of DEGs were down-regulated in PD, especially in Ex1–7, AST1 and ENDO (Figure 1F). 

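The ENDO sheet of Table S4 lists 852 DEGs, and 669 of them had at least 10 UMIs over both libraries in endothelial-like nuclei. Of 385 genes that the sheet lists as lower in PD, 189 had a lower CPM in MPTP-PD. Of 284 genes listed as higher, 121 had a higher CPM. The sign was therefore shared by 310 genes, or 46.3% (42.5% to 50.2%). Counting every gene with at least 1 UMI moved this share most, to 51.8%. The sums of the MPTP-PD class lean on few nuclei: 3 of its nuclei, and none in CN, exceeded 10000 UMIs, and they held 43.2% of its UMIs. Without them, a comparison added after the data had been seen, 48.6% of the genes shared the sign.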

The detected frequency analysis showed that the DEGs had strong specificity in each cell type, and the number of detected down-regulated genes were more than that of up-regulated genes in PD (Figure 1G). 

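Ttr (ENSMUSG00000061808) was found in every class of MPTP-PD nuclei that was measured and in few CN nuclei. In astrocyte-like nuclei its level was 1.63 CPM in CN (4 UMIs) and 85.8 CPM in MPTP-PD (77.9 to 94.3), a log2 ratio of 5.55 (4.35 to 7.60). In endothelial-like nuclei it was 1.31 CPM in CN, from 1 UMI, and 141 CPM in MPTP-PD (107 to 183), a log2 ratio of 6.17 (4.21 to 12.08), and in Ex5 nuclei the log2 ratio was 6.41. Free RNA held 6.54 CPM of Ttr in CN and 656 CPM in MPTP-PD, more than any of these classes. The levels in MPTP-PD allow a share of free RNA of at most 13.1% in astrocyte-like and 21.5% in endothelial-like nuclei, below the estimates of 15.3% and 48.5%, so that subtraction of the estimates had to leave no Ttr there. After thinning, 11.4% of MPTP-PD endothelial-like nuclei and 2.98% of inhibitory neuron-like nuclei, neurons that should lack Ttr, had a UMI of it, at a median of 1321 and 7672 UMIs. Bsg, Rps29 and Tmsb4x had lower levels in MPTP-PD. In endothelial-like nuclei their log2 ratios were -2.71, -1.90 and -1.72, and without the MPTP-PD nuclei above 10000 UMIs they were -2.25, -1.31 and -1.03. In Ex5 nuclei the ratios were -1.46, -1.46 and -1.68, and in astrocyte-like nuclei -0.87, -0.38 and -1.01. In Ex5 and astrocyte-like nuclei, subtraction of the estimated free RNA left none of these 3 genes above the limit, and no ratio apart from free RNA can be given there.

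**Figure D2:**
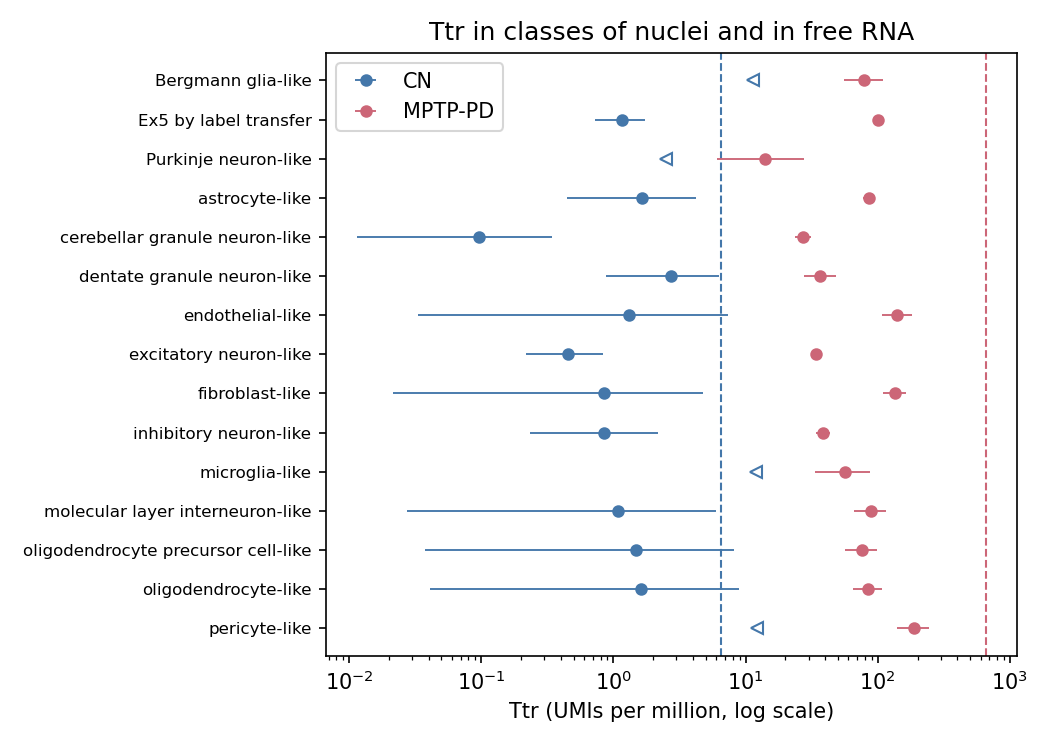
Level of Ttr (CPM, log scale) in classes of nuclei found in both libraries, for CN and MPTP-PD. Points are sums over nuclei with 95% Poisson intervals, open triangles mark the upper bound of the interval where no UMI was found, and dashed lines mark free RNA, 6.54 in CN and 656 in MPTP-PD; the MPTP-PD points lie to the right of the CN points in every class.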

The down-regulated gene *Ttr* could be identified in half of cell types, while up-regulated genes *Bsg*, *Rps29* and *Tmsb4x* were detected in nine clusters (Figure 1G), and all of them were dysregulated in ENDO and Ex5 cells (Table S2). With regards to this, Cakar et al. revealed that polyneuropathy can be caused by the accumulation of amyloidogenic Ttr protein in tissues, as in Alzheimer’s disease (AD) and PD [14]. P53 mediates cell defects associated with *Rps29*, and p53 inhibitors were very effective in maintaining motor function in PD mice [15]. Overexpression of *Tmsb4x* in cultured hippocampal neurons can reportedly reduce neurite outgrowth and neuronal development [16]. Notably, a greater number of PD-risk DEGs were obtained in ENDO and Ex5 cells in MPTP-PD (Figure 1H).

Transcription factors (TFs) tightly control cell fate in neurodevelopment and have been implicated in neurodegenerative processes [17]. Therefore, we validated MPTP-PD specific cell types from the perspective of transcriptional regulation, and further explored the effect of TFs on disease. We identified 213 and 293 significant TFs in MPTP-PD and CN, respectively, and most of the CN- and PD-specific TFs were contributed from Ex5 and AST1 (Figure 2A). The heatmap of the top 3 specific TFs of each cell type showed the activation status of specific regulatory factors in each cell type, among which only 10 TFs (Bhlhe22, Lhx9, Ovol2, Cux2, Uncx, Rarb, Sox9, Emx2, Tbx2, Nr1h3) were co-activated in the same cell types of PD and CN, but the regulatory intensity was different (Figure 2B). It suggested that alterations in the activation of TFs may drive changes in disease cell states. Subsequently, we focused on 155 overlapped TFs from all clusters between PD and CN and found that 101 (65%) co-regulated conserved TFs have significant similar activated states among all clusters between PD and CN, while the remaining TFs have strong cell-specific activated patterns in PD or CN (Figure S3). It was suggested that the activation of some TFs with cell-type specificity might be revealed by the changes in the intracellular transcriptional regulatory network, thus affecting the development of PD. Finally, the activation status of the other 54 TFs suggested that there was a general homogeneity in the activation or inhibition of TFs in all cell types; only Rarb and Foxp2 were simultaneous activated and inhibited in different cell types, and Maf and Xbp1 were activated or inhibited in almost all neurons of PD, respectively (Figure S4). In conclusion, we systematically revealed candidate trans-regulatory elements in different cell types of MPTP-PD for the first time, especially disease-related AST1.

Taken together, the results of cell proportion, cell density and PD-risk gene enrichment analysis preliminarily predict that AST1, ENDO cells and neuron cells might be associated with PD. Subsequent results of DEGs and transcriptional regulation further verified our hypothesis. For example, the number of down-regulated genes in EX1–7, AST1 and ENDO cells was prominent, the up- and down-regulated PD-risk genes were mainly from Ex5 and ENDO cells, and 57% of PD-specific TFs were from AST1. Therefore, our multi-dimensional methods ultimately focused on PD-specific cell types: AST1, ENDO and PD-deficient neurons, which will be the focus of further research.

### 2.3. Transcriptional Regulation of Disease-Specific Astrocytes

To investigate the specific TFs of AST1 and Ex5 cells and their regulatory roles in PD, we sought to evaluate the cell-specific TFs’ activation states. Dbx2 and Sox13 were identified as the most prominent specific TFs associated with AST1 in MPTP-PD (Figure 2C), and Prdm14 was the top TF that was associated with Ex5 in CN based on the rank of regulon specificity score (Figure 2G). 

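The regulon scores were not recomputed, and what follows are levels of the transcripts of the TFs. In astrocyte-like nuclei, Dbx2 (ENSMUSG00000045608) had 250 CPM in CN (231 to 271) and 191 CPM in MPTP-PD (180 to 204), a log2 ratio of -0.39. Sox13 (ENSMUSG00000070643) had 13.1 CPM in CN (32 UMIs) and 16.9 CPM in MPTP-PD (85 UMIs). Its log2 ratio of 0.36 lay within counting error (-0.23 to 1.01). Prdm14 had 5 UMIs over the 8905 Ex5 nuclei of CN, or 0.262 CPM, and 0 UMIs over the 1374 of MPTP-PD, where the interval reaches 0.651 CPM. No difference was detectable at this depth.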

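Transcripts of Dbx2 were concentrated in astrocyte-like nuclei relative to excitatory neuron-like and oligodendrocyte-like nuclei. Their level in excitatory neuron-like nuclei was 5.91 CPM in CN and 1.95 CPM in MPTP-PD, and in oligodendrocyte-like nuclei 8.05 and 11.9 CPM. They were not confined to AST1. In the part of Table S1 at hand, all CN, AST2 nuclei had 135 CPM of Dbx2 (77.4 to 220, from 16 UMIs) and AST1 nuclei 228 CPM. After thinning, 13.2% of CN and 8.94% of MPTP-PD astrocyte-like nuclei had a UMI of Dbx2, against 0.382% and 0.0415% of excitatory neuron-like nuclei. The astrocyte-like nuclei held a median of 3343.5 and 3268 UMIs, and the excitatory neuron-like nuclei 1728 and 8867. Transcripts of Sox13 were higher in endothelial-like nuclei, at 114 CPM in CN and 59.4 CPM in MPTP-PD, than in astrocyte-like nuclei, and they were also found in fibroblast-like nuclei at 35.7 and 27.7 CPM.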

The UMAP plot provided additional support that the activities of Dbx2 and Sox13 were highly specific to AST1 (Figure 2D,H), but Prdm14 was not only activated in Ex5 (Inset of Figure 2G). Subsequently, the genes regulated by Dbx2 and Sox13 were identified by RcisTarget [18], and the expression levels of these genes were investigated in PD and CN, respectively. The genes that were regulated by Dbx2 were under-expressed in PD, while the expression of Sox13-regulated genes were opposite, indicating that Dbx2 and Sox13 may act as a transcriptional inhibitor and activator in MPTP-PD (Figure 2E,I). 

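Among the genes that the paper assigns to Dbx2, levels in astrocyte-like nuclei moved both ways. Slc1a2 rose from 6677 to 8992 CPM (log2 ratio 0.43, 0.40 to 0.46), Prdm16 rose by a log2 ratio of 0.31 and Kank1 by 0.18, whereas Ddah1 fell from 344 to 247 CPM (-0.48, -0.60 to -0.35). Among the genes that it assigns to Sox13, Pdgfrb rose from 76.8 to 111 CPM (0.52, 0.29 to 0.77). Vcan fell from 31.0 to 16.3 CPM (-0.93, -1.40 to -0.46) and Nckap5 from 983 to 725 CPM (-0.44). The differences of Ptch1 (0.09), Lhfpl2 (-0.37), A2m (-0.42) and Epb41l2 (-0.03) lay within counting error.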

To further evaluate the accuracy of our findings, we applied SEEK analysis to search for GEO datasets about the co-expression pattern of Dbx2 and Sox13 target genes, then highlighted the work title that co-occurred with the term ‘Parkinson’, and found that these co-expressed genes tend to be associated with PD (Figure 2F,J and Table S3). For example, Slc1a2, Prdm16, Kank1 and Ddah1 were target genes of Dbx2, the high expression of Slc1a2 was found to reduce the risk for PD in a Chinese cohort [19] and the other genes are associated with cognitive function [20], autism spectrum disorder [21] and depression-like behavior [22], respectively. Meanwhile, Sox13 target genes Ptch1, Pdgfrb, Vcan, Lhfpl2 and A2m have been reported to be related to PD. Other regulated genes by Sox13 might be associated to PD syndrome; for example, Nckap5 is considered the most promising candidate for bipolar disorder [23], and Epb41l2 gene is associated with cognitive impairment in the hippocampus induced by anesthesia [24]. Thus far, the study about Dbx2 and Sox13 has focused on neural stem cells [25], and the role of Dbx2 and Sox13 in PD has not been studied.

### 2.4. Trajectory Reconstruction of MTPT-PD-Associated Astrocytes and Endothelial Cells

To investigate the changes in AST1 and ENDO cell states in MPTP-induced mice, we subclustered these cells and reconstructed their activation trajectories. 

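The AST1 subpopulations were not clustered again. In astrocyte-like nuclei as a whole, Lsamp was the highest of the genes Lsamp, CT010467.1, Luzp2, Apoe and Meg3, with 19949 CPM in CN and 24810 CPM in MPTP-PD, a log2 ratio of 0.31. CT010467.1 had 8216 and 5953 CPM (-0.47), but free RNA held more of it, and its ratio could not be given after subtraction of the free RNA of barcodes with 300 to 400 UMIs. Luzp2 had 4491 and 3662 CPM (-0.29), and Apoe 1143 and 1500 CPM (0.39). Meg3 had 484 CPM in CN and 338 CPM in MPTP-PD (-0.52), below its level in free RNA.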

We identified five AST1 subpopulations characterized by high expression of *Meg3*, *CT010467.1*, *Apoe*, *Lsamp* and *Luzp2* (Figure 3A and  Figure S5A). Subsequently, we reconstructed a cell trajectory structure comprising these major subpopulations using the DDRTree method of Monocle3 [26]. The activation trajectory of AST1 spans from Meg3^High^ cells towards two activation branches, one containing Apoe^High^ cells and the other with clusters highly expressing *Luzp2* and *Lsamp* (Figure 3A). It has been reported that the relative expression level of *Meg3* in PD patients is lower than that in the healthy population [27], while *Apoe* has an impact on the cognitive decline of PD [28]. *Luzp2* is found to be associated with AD [29], schizophrenia [30], intelligence [31] and verbal memory [32], and the level of *Lsamp* is increased in both patients with depression and schizophrenia [33]. Importantly, we observed that these five subclusters were all distributed in AST1 cells of UMAP; in particular, the clusters with high *Luzp2* and *Lsamp* expression were in the cells of increased AST1 in cell density analysis (Figure 1E and Figure S5B). We observed that *Luzp2* and *Lsamp* genes were distributed in the hippocampal based on the results obtained from in situ hybridization of the Allen Brain Atlas (Figure S5C). To further characterize the linked genes of these activated AST1 states in PD, we identified 100 genes whose expression was associated with the activation trajectory, of which 42 and 48 genes were independently highly expressed in CN and PD, respectively (Figure 3B). To identify the potential pathways associated with marker genes of Lsamp^High^ and Luzp2^High^ subclusters, we performed functional annotation using a hypergeometric test based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. These two subpopulations were associated with locomotory behavior, the trans-synaptic signaling of endocannabinoid, response to auditory stimulus and glutamate receptor pathways (FDR < 0.05) (Figure 3C). Next, we performed functional annotation for PD of up- and down-regulated genes (Figure 3D and Table S4) in all AST1 subpopulations based on the molecular function of the Gene Ontology (GO) database. The results showed that PD-up-regulated genes were associated with synaptic, dendritic/neuron spine, startle response, synaptic transmission and ion channel regulator activity (FDR < 0.05) (Figure S5D), which were associated with PD in previous studies [34,35,36]. Meanwhile, 14 overlapped genes were obtained between the DEGs and the activation trajectory-associated genes in AST1 (Figure 3E and Table S4). Although none of these genes overlapped with existing PD-risk gene sets, most of them were candidate genes related to autism [37], dyskinesia [38] and schizophrenia [39]. We speculated that these genes might be involved in the development of PD.

Following the same analytical approach mentioned above, we identified six ENDO subclusters characterized by the high expression of *Hmcn1*, *Bsg*, *lgf1r*, *ll1r1*, *Flt1* and *Rbfox1* (Figure 3F and Figure S6A,B), and recovered their activation trajectory. 

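The ENDO subclusters were not separated again, and the genes were measured in endothelial-like nuclei as a whole. Flt1 had 6611 CPM in CN (6430 to 6796) and 3290 CPM in MPTP-PD (3115 to 3472), a log2 ratio of -1.01. Without the MPTP-PD nuclei above 10000 UMIs, which carried little Flt1, it was -0.25. Hmcn1 had 1740 and 782 CPM, a log2 ratio of -1.15, or -0.47 without those nuclei. Igf1r had 3825 and 2617 CPM. Its log2 ratio of -0.55 became 0.17 without those nuclei and 0.16 as a mean over nuclei, so that its direction rests on a few nuclei.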

The results implied an ENDO activation transited from Hmcn1^High^ to Rbfox1^High^ and ll1r1^High^ subclusters (Figure 3F). We observed that ENDO cells were generally absent in PD, but the cells of Bsg^High^ were most severely absent, showing almost completely deletion (Figure S6C). 

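The endothelial-like class held 374 nuclei of CN and 167 of MPTP-PD, with a median of 1880.5 UMIs in CN. Its share of all nuclei had a log2 ratio of -0.21, within counting error. The ratio was -0.0096 with the limits in the text of the methods and 1.57 with the first version of the naming rule. With at least 1000 UMIs per nucleus, its share was 3.72% of CN and 1.78% of MPTP-PD, a log2 ratio of -1.07. That limit left 9086 of 16147 CN nuclei but 338 of the 374 in the class, which raises the CN share. Bsg (ENSMUSG00000023175) had 3853 CPM in the CN nuclei of the class (3714 to 3994, from 2934 UMIs) and 589 CPM in those of MPTP-PD (516 to 668, from 238 UMIs). Free RNA made up an estimated 29.1% of the UMIs of the class in CN and 48.5% in MPTP-PD. Subtracting it moved the ratio most, to a log2 value of -9.31, which is no bound: the level in MPTP-PD is below the 625 CPM that the estimated free RNA would give, and 3 counts stand in for what is left. At the upper limit of 668 CPM the ratio would be -5.81, without the error of the estimated share, which exceeds the 21.5% that Ttr allows in MPTP-PD. The median nucleus held 5 UMIs of Bsg in CN and 1 in MPTP-PD. Bsg is also 1 of the markers of the class. Leaving it out of the markers changed the class of 0 nuclei.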

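Among the other classes, the level of Bsg was 576 CPM in CN and 366 CPM in MPTP-PD in pericyte-like nuclei, 361 and 237 CPM in fibroblast-like nuclei, 262 and 182 CPM in oligodendrocyte-like nuclei, and 231 and 70.0 CPM in excitatory neuron-like nuclei. Free RNA held 1751 CPM of Bsg in CN and 1290 CPM in MPTP-PD. After thinning, 73.0% of CN and 30.5% of MPTP-PD endothelial-like nuclei had a UMI of Bsg, against 17.9% and 8.52% of astrocyte-like nuclei, which had the higher median depth in both libraries.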

The *Bsg* gene is specifically expressed in ENDO cells of the brain, and it has been reported that *Bsg* knockout mice exhibited deficits in learning and memory [40]. Indeed, ENDO cells in PD were highly enriched at the two activation branches of their trajectory (Rbfox1^High^ and ll1r1^High^) compared to CN (Figure 3J and Figure S6D). 

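The trajectory was not recomputed. In endothelial-like nuclei, Il1r1 rose from 391 CPM in CN (348 to 438) to 609 CPM in MPTP-PD (535 to 690), a log2 ratio of 0.64, and of 1.45 without the MPTP-PD nuclei above 10000 UMIs. Rbfox1 rose from 524 CPM (474 to 578) to 4470 CPM (4266 to 4681), a log2 ratio of 3.09, but 1717 of its 1807 UMIs in MPTP-PD lay in 5 nuclei and the median nucleus held 0. Without the nuclei above 10000 UMIs its log2 ratio was 0.01, and free RNA held 2839 CPM of Rbfox1 in CN and 2597 CPM in MPTP-PD.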

*Rbfox1* is one of the risk genes that are common to PD and various psychiatric disorders [41]. *Ll1r1* can be regulated by miRNAs that have been implicated as the potential regulators of alcohol-related neuroinflammation, inducing brain injury and neurodegeneration [42]. Subsequently, we performed functional annotation for Hmcn1^High^, Igf1r^High^ and Flt1^High^ subcluster marker genes based on the GO database; the results showed that they were highly functionally related to the negative regulation of locomotion and cellular component movement, cell adhesion and the acetylcholine receptors (FDR < 0.05) (Figure 3H). The acetylcholine receptors may be stimulated by endogenous agonists such as acetylcholine, or exogenous chemicals such as nicotine, to activate physiologic angiogenesis or pathologic angiogenesis [43]. Next, we identified 35 overlapped genes between DEGs and the activation locus genes of ENDO cells (Figure 4I,G and Table S4). 

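In endothelial-like nuclei, Cldn5 fell from 1530 CPM in CN to 334 CPM in MPTP-PD, a log2 ratio of -2.19 (-2.46 to -1.94), and Ly6a from 603 to 146 CPM, a log2 ratio of -2.04 (-2.46 to -1.65). Without the MPTP-PD nuclei above 10000 UMIs the ratios were -1.56 and -1.43. Zbtb20 had 2512 and 1811 CPM (-0.47, or -0.07 without those nuclei). The log2 ratio of Atp10a was -0.25 and that of Slco1a4 -0.29. Both turned to the other sign without the nuclei above 10000 UMIs, at 0.50 and 0.48, as a mean over nuclei, at 0.52 and 0.54, and after free RNA subtraction, at 0.20 and 0.16. Nav3 rose from 259 to 772 CPM, a log2 ratio of 1.58, with 89.7% of its MPTP-PD UMIs in 5 nuclei. Without the large nuclei the ratio was -0.59, and as a mean over nuclei -0.40. Myof had 54 UMIs in CN and 34 in MPTP-PD, and its log2 ratio of 0.25 lay within counting error (-0.42 to 0.89).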

About half of the overlapped genes have been found to be related to PD in previous studies, and the other genes are related to neuropsychiatric diseases (*Zbtb20*, *Nav3*), tissue aging (*Myof*), impaired memory (*Atp10a*) and the blood–brain barrier (*Slco1a4*, *Cldn5*, *Ly6a*) [44,45,46].

Since a previous study indicated that OLG and OPC were related to PD [9], we also performed trajectory analysis for OLG and OPC cells. 

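Trajectories were not recomputed for OLG and OPC, and marker levels of the classes are given instead. In oligodendrocyte-like nuclei, Mbp rose from 2666 to 5208 CPM (log2 ratio 0.97). Free RNA also held more of it in MPTP-PD, 956 against 158 CPM. In oligodendrocyte precursor cell-like nuclei, Pdgfra had 776 CPM in CN and 741 CPM in MPTP-PD, and Vcan 1064 and 1164 CPM. The log2 ratios of -0.07 and 0.13 lay within counting error. This class does not match the study's OPC in CN. Of the Table S1 nuclei kept here, 0 named OPC lay in it and 66 lay in fibroblast-like clusters. Its levels therefore do not bear on the study's OPC.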

Compared with AST1 and ENDO, the trajectory and cell density distributions analysis of OLG and OPC showed more similar states, and the heatmap of the trajectory-dependent genes’ density also showed the similar pattern (Figure S7).

### 2.5. Characterization of Transcriptomic State of Neuron Cells

In order to explore the effect of MPTP on neurons in the process of inducing PD, we attempted to decipher the identity of the neurons that were absent in PD. We separated all excitatory neuron cells into two major groups, Ex1–8 and Ex9–13, according to gene expression similarity (Figure 1B, hierarchical cluster diagram). Almost all subclusters in Ex1–8 showed the absence of the PD cell except for Ex8 (Figure 1C). 

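Of the CN nuclei, 3.88% took the name Ex1, 1.89% Ex2, 0.774% Ex3, 1.30% Ex6 and 5.78% Ex7. In MPTP-PD these shares were 2.18%, 0.622%, 0.0478%, 0.968% and 4.24%. Ex8 was the only name of this group with a higher share in MPTP-PD, at 0.427% of CN (0.333% to 0.541%) and 1.05% of MPTP-PD (0.845% to 1.29%). The share of Ex3 in MPTP-PD rests on 4 nuclei.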

We re-clustered Ex1–8 to distinguish 15 subclusters (Figure 4A) and surprisedly found that subcluster 14, consisting of 206 cells, had no continuity with other subclusters and was only concentrated in PD (Figure 4A,C). Moreover, subcluster 14 was derived from cells with increased Ex4 in cell density distribution analysis (Figure S8A). 

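A class with the markers of medium spiny neurons, the main projection neurons of the striatum, was found among the clusters of all nuclei. It held 250 nuclei of MPTP-PD, or 2.99% (2.63% to 3.38%), and no CN cluster received the name, 0 of 16147 nuclei. With 3 counts in place of 0 the log2 ratio of the shares is 7.33, which is no bound, since a group of fewer than 20 nuclei in a library stays unnamed. The number of MPTP-PD nuclei was 208 when the clusters were made without integration, when 1 CN nucleus joined their cluster, and 254 when each library was clustered on its own. Names given to whole clusters over both libraries, a choice tried after the data had been seen, turned the sign: the integrated cluster also holds 636 CN nuclei (3.94%), and the log2 ratio became -0.40.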

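Of the medium spiny neuron-like nuclei, 229 (91.6%, 87.4% to 94.7%) took the name Ex4 by label transfer, and they made up 96.6% of the MPTP-PD nuclei with that name. The CN nuclei of the same integrated cluster took the name Ex4 in 530 cases, or 83.3%.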

The number distribution of cluster-specific higher expressed genes showed that subcluster 14 had the most marker genes (Figure 4B), and the top four highly expressed genes of subcluster 14 could be verified in the striatum of the Allen Brain Atlas (Figure S8C). Among them, the mutations in *Rarb* could cause intellectual disability with progressive motor impairment [47], and *Pde7b* plays an important role in schizophrenia [48] and dopaminergic cell death [49]. 

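The levels of striatal marker genes split the integrated cluster by library. Adcy5 had 572 CPM in its MPTP-PD nuclei and 41.3 CPM in its CN nuclei, and Meis2 had 1816 and 374 CPM. Slc17a7, a marker of excitatory neurons, had 24.5 CPM in the MPTP-PD nuclei and 194 CPM in the CN nuclei, where the median depth was 1388 UMIs.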

*Rgs9* is a potent modulator of G-protein-coupled receptor function in striatum [50], and dopamine receptors are associated with distinct G-proteins [51]. The mutations in the *Gnal* could cause primary torsion dystonia [52]. In addition, some other marker genes of subcluster 14 have been extensively studied. The recent literature report indicated *Dach1* expression in the human striatum MSN [53]. *Adcy5* mutations have been associated with substantia nigra damage, and white and gray matter changes in striatal cortical pathways [54]. Expression levels of *Rcan2* were responsive to external stressors such as reactive oxygen species, Ca^2+^, amyloid beta and hormonal changes and are up-regulated in degenerative neuropathy [55]. *Gng7* is the abnormal protein of dopaminergic signaling [56]. *CPne5* is the circadian rhythm-related proteins, and circadian rhythm has a direct or indirect effect on the neurodegenerative processes [57], and more importantly, the gene is involved in PD-induced toxins such as paraquat [58]. In accordance with the expression characteristics of these genes (Figure 4D), we defined subcluster 14 as the PD-exclusive D2-MSN that was located in the striatum. 

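Drd2 had 217 CPM in the medium spiny neuron-like nuclei of MPTP-PD (197 to 238), Penk 147 CPM and Adora2a 63.8 CPM. In the CN nuclei of the same integrated cluster there were 0 UMIs of Drd2. Markers of the direct pathway were present as well, with 47.1 CPM of Drd1, 52.5 CPM of Tac1 and 7.85 CPM of Pdyn. Of the other genes named for the subcluster, Dach1 had 696 CPM, Rcan2 542 CPM, Gng7 437 CPM and Cpne5 274 CPM. Without thinning, 97 of the 250 nuclei (38.8%, 32.7% to 45.1%) had UMIs of D2 markers only. Another 72 (28.8%, 23.3% to 34.8%) had UMIs of D1 markers only, 15 of both and 66 of neither. Free RNA, an estimated 12.1% of the UMIs of this class, held 113 CPM of Penk and 54.5 CPM of Tac1 in MPTP-PD. A UMI of these markers may therefore come from free RNA, and the groups are not a count of D1 and D2 neurons. Over all barcodes of a library, nuclei or not, Drd1 was higher in MPTP-PD by a log2 ratio of 2.36, Tac1 by 2.71, Drd2 by 4.71 and Penk by 3.30. From the expression of the genes specific to the subcluster, the leading ones of which it placed in the striatum with the Allen Brain Atlas, and from the lack of CN cells in it, the paper defines the subcluster as a D2-MSN exclusive to PD.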

Finally, we performed KEGG and GO analysis on the marker genes of D2-MSN and found that all terms are significantly associated with neuronal synapse (e.g., dopaminergic, glutamatergic, cholinergic, GABAergic), the ligand-receptor interaction pathway, ion channel and other related functions (FDR < 0.05) (Figure 4E and Figure S8D). A study has shown that a-synuclein can induce the dysregulation of miRNAs, which target the neuroactive ligand–receptor interaction pathway [59]. In conclusion, combined with functional analysis and the literature review of marker genes obtained from subcluster 14, we speculated that this subcluster was in an independent cell state during MPTP induction.

### 2.6. Analysis of Cell–Cell Communication in MPTP-PD Specific Cells

Integrating pathways and functions of all PD-specific cells suggested that MPTP was likely to alter cell–cell communication. For example, the top enriched terms in D2-MSN included neuroactive ligand–receptor interaction and the calcium signaling pathway, synaptic membrane and cell junction assembly in AST1, the cell–cell junction in ENDO and so on. To further explore the interactions between PD-specific cells, we applied CellChat to infer intercellular communication networks. The changes in cell communication analysis require the same cell population composition between two datasets. Thus, we first used AST1 and ENDO cells between PD and CN. We found that the global number of ligand–receptor (L-R) pairs was decreased in PD, while the interaction strength was enhanced in PD compared to CN (Figure 5A,B). Interestingly, although ENDO_Rbfox1^High^ and AST1_Meg3^High^ cells were reduced in PD, the number and intensity of intercellular communications were most significant (Figure 5B). Next, we were curious about which signaling pathways and ligand–receptor pairs (L-R pairs) change the cell communication network. We further compared the information flow for each signaling pathway between PD and CN, and found that some pathways such as the PSAP, VTN and SEMA4 pathways were turned off in PD, while the NRXN, NEGR, CNTN, NGL, EPHB, AGRN and CXCL pathways were turned on only in PD (Figure 5C). Moreover, we studied the detailed changes in the outgoing and incoming signaling across all pathways using pattern recognition analysis. Four pathways were specifically active in PD, including known nerve cell adhesion signals NRXN, NEGR, CNTN and NGL, suggesting that these pathways might critically contribute to disease progression. 

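Communication scores were not recomputed, and the genes of the pathways were measured in endothelial-like and astrocyte-like nuclei. In endothelial-like nuclei, Psap had 168 CPM in CN and 158 CPM in MPTP-PD, and its log2 ratio of -0.08 lay within counting error (-0.54 to 0.36). In astrocyte-like nuclei its ratio was 0.35. Vtn fell from 152 to 29.7 CPM in endothelial-like nuclei, a log2 ratio of -2.31 (-3.35 to -1.50), from 116 to 12 UMIs. Sema4a had 0 UMIs in CN and 2 in MPTP-PD, too few for a ratio. Cntn1 rose from 78.8 to 359 CPM in endothelial-like nuclei (log2 ratio 2.18) and Nrcam from 89.3 to 319 CPM (1.83). Without the MPTP-PD nuclei above 10000 UMIs the ratios were 1.55 and 0.65, and 71.7% and 78.3% of their UMIs lay in 5 nuclei. In astrocyte-like nuclei the ratios were 0.52 for Cntn1 and -0.18 for Nrcam.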

We also found that all PD turned on pathways maintaining outgoing and incoming patterns in ENDO_Rbfox1^High^ cells. In addition, four significant pathways (NRXN, NEGR, CNTN and NGL) exhibited the most prominent outgoing and incoming signaling patterns in AST1_Meg3^High^, AST_Luzp2^High^ and AST_Lsamp^High^ cells (Figure 5D). Corresponding to the signaling pathway, we also identified the PD up-regulated L-R pairs NRXN3–NLGN1, NRXN1–NLGN1 participating in the NRXN pathway and Negr1–Negr1 in the NEGR pathway, contributing to the communication among almost all AST1 and ENDO subclusters, especially autocrine and paracrine signaling between AST_Meg3^High^ and ENDO_Rbfox1^High^ cells (Figure S9).

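In endothelial-like nuclei, Nrxn3 rose from 615 to 2926 CPM, Nlgn1 from 467 to 1642 CPM and Negr1 from 268 to 1279 CPM. The log2 ratios were 2.25, 1.81 and 2.25. Without the MPTP-PD nuclei above 10000 UMIs, which held 84.2% of the UMIs of 7 neuronal genes measured in the class (83.3% to 85.2%), the ratios were 0.70, -0.31 and 0.25. As a mean over nuclei, Nlgn1 had a ratio of -0.09. Meg3 in the same class had a ratio of 2.36, or 1.06 without those nuclei. In astrocyte-like nuclei, the log2 ratios were -0.14 for Nrxn3, -0.31 for Nlgn1 and -0.15 for Negr1. That of Nrxn3 turned to 0.07 in nuclei with at most 10000 UMIs and to 0.73 after subtraction of the free RNA of barcodes with 300 to 400 UMIs.

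**Figure D3:**
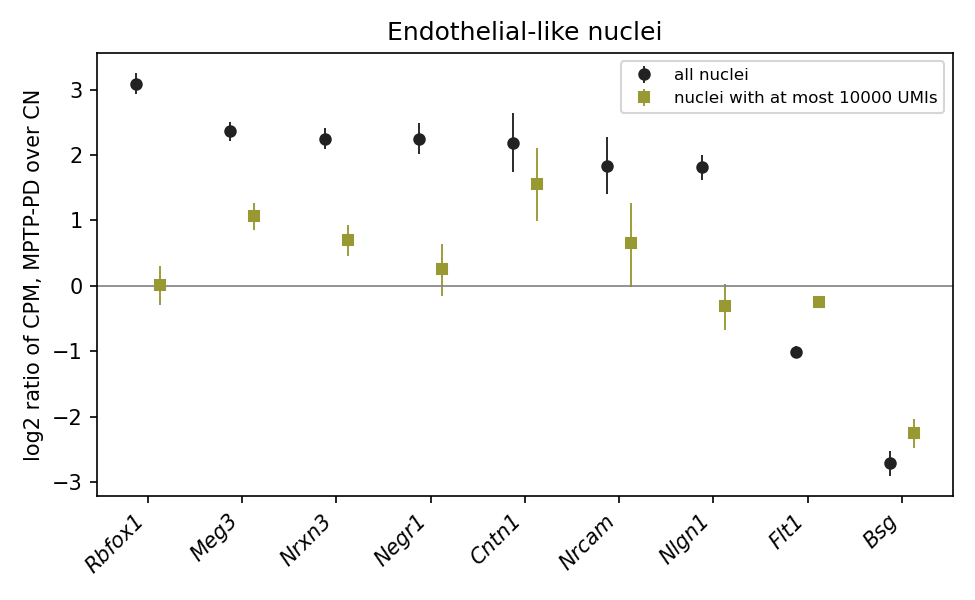
Log2 ratio of CPM, MPTP-PD over CN, in endothelial-like nuclei for 7 neuronal genes, Flt1 and Bsg, over all nuclei and over nuclei with at most 10000 UMIs. Lines are 95% intervals from counting error; Rbfox1 moves from 3.09 to 0.01.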

In order to explore the communication network among D2-MSN, AST1 and ENDO subclusters, we conducted cell communication analysis on PD data alone. We found that D2-MSN communicated with almost all AST and ENDO subclusters, especially with AST_Meg3^High^ and ENDO_Rbfox1^High^ (Figure 5E, Figures S10A and S11). In addition, almost all AST subclusters contributed more receptors for D2-MSN, especially AST1_Meg3^High^, AST1_Lsamp^High^ and AST1_Luzp2^High^ cells (Figure 5E and Figure S11). The outgoing and incoming signals contributed equally and strongly between D2-MSN and ENDO_Rbfox1^High^, indicating that these two cell types were more closely interlinked (Figure 5E and Figure S11). In-depth exploration of the NRXN and NEGR signaling pathways indicated that these two signaling factors play a key role in the communication network between D2-MSN, ENDO_Rbfox1^High^ and AST1_Meg^High^. D2-MSN and ENDO_Rbfox1^High^ exhibited high expression of the sender, receiver, mediator and influencer, while almost all AST1 cells acted as influencers (Figure 5G and Figure S10D). Notably, we observed that the communication probabilities of NRXN3–NLGN1, NEGR1–NEGR1 and CNTN1–NRCAM interactions were more significant (*p*-value < 0.01) between these three cells (D2-MSN, ENDO_Rbfox1^High^ and AST_Meg3^High^) (Figure S10C), suggesting that MPTP induced huge cell communication network changes between these three PD-risk clusters by increasing NRXN3–NLGN1, NRXN1–NLGN1 and NEGR1–NEGR1 expression and enhancing the NRXN and NEGR signaling pathways. Our analysis suggested that the alteration in intercellular communications involving AST, ENDO and MSN cells might be a previously underestimated aspect of MPTP-induced PD pathogenesis, providing a basis for further exploration.

## 3. Discussion

In this study, we performed snRNA-seq combined with advanced bioinformatics analysis to explore the effects of MPTP on cell states in the mouse brain. We found PD-related cell population alterations, including AST1 and ENDO, and observed changes in their activation states. We also excavated some candidate TFs and genes that might be disease-related. In addition, we identified a PD-specific D2-MSN with significant changes in cellular status and gene expression. Finally, we observed enhanced cell-to-cell communication of these cells in PD. Our analysis of an MPTP-induced PD mouse brain provides a reference for understanding the cellular heterogeneity underlying disease pathogenesis.

MPTP has been shown to cause pooling of blood in the brain microvasculature and decrease the permeability of the BBB, and BBB dysfunction is involved in the course of PD. BBB is mainly composed of ENDO, pericytes and AST, and reactive gliosis is a common feature of AST during BBB destruction [60]. In our dataset, we identified PD-specific astrogliosis and found its activation status and the activation of TFs in disease. We observed that the AST1 subpopulations transition from a resting to an activated state with the transition from a healthy to a diseased state. It has been reported that AST is characterized by a stellate shape with multiple processes and ramifications, and becomes activated following brain injuries and degenerative diseases [12]. In addition, we found some potential PD marker genes associated with AST that are linked with cognitive impairment, and the highly expressed genes (*Luzp2* and *Lsamp*) of the activated subclusters in PD were distributed in the hippocampus in the Allen Brain Atlas. Although it has been demonstrated that AST can be activated in the striatum of PD [12], the hippocampus is also implicated in the cognitive dysfunction seen in some patients with PD. The lack of similar immunofluorescence experiments for verification is a deficiency of this paper, but we boldly speculated that PD-related AST cells might come from or be part of the hippocampus. Finally, we found that AST1 activated cell subpopulations in PD associated with the endocannabinoid trans-synaptic and glutamate receptor signaling pathway. The endocannabinoid system can modify dopamine transmission through glutamatergic synapses, and its signaling pathway is involved in the pathophysiological process of MPTP-inducted PD [61]. Evidence suggests that glutamate excitotoxicity may also play roles in the neurotoxicity of MPTP [11]. 

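In astrocyte-like nuclei, Hspa1a (ENSMUSG00000091971) had 9.40 CPM in CN, from 23 UMIs over 666 nuclei, and 0.597 CPM in MPTP-PD, from 3 UMIs over 1443 nuclei. The log2 ratio was -3.78, with a counting interval from -6.36 to -2.25. Free RNA subtraction moved it most, to -1.38, and the free RNA of barcodes with 300 to 400 UMIs gave no value. Free RNA held 38.8 CPM of Hspa1a in CN and 6.05 CPM in MPTP-PD. Hsp90aa1 and Hspa8 in the same nuclei had log2 ratios of -1.71 and -1.18.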

We also found heat-shock proteins (HSPs, Hspa1a) overexpressed in AST1 of PD, which is consistent with PD-specific microglia in the PD human midbrain [8]. HSPs have been shown to be protective towards the hypothesized mechanisms of MPTP toxicity [11]. HSPs, as specific molecules produced by AST, may be a promising neuroprotective strategy in neuropathology. Therefore, we speculate that our AST1-related genes will provide important clues for PD research.

TFs tightly control cell fate in neurodevelopment and have been implicated in neurodegenerative processes. We found that most of the PD-specific activated TFs were distributed in AST1, and then identified the TFs most linked with AST1 in the disease model: Dbx2 and Sox13. Studies have shown that Dbx2 encodes developing brain homeobox protein 2, highly expressed during neuronal development and regulating the differentiation of interneurons in the brain and spinal cord [62]. The widespread Dbx2 expression can have an effect on gross motoric function in fruit fly and mice [63]. In addition, Dbx2 has recently been shown to act as a TF regulating the maturation of cultured AST [64]. Similarly, the Sox gene family functions as important transcriptional regulators of glial development in the central nervous system [65]. Subsequently, we clarified that these TFs play inhibitory or rewarding roles in disease, which had not been reported in any previous studies, and our analysis provides potential target markers for the treatment of PD.

The BBB is characterized by the presence of tight junctions between ENDO cells and the expression of specific polarized transport systems, and some studies have shown alterations in ENDO tight junctions during PD development [12]. Our multi-channel analysis showed that MPTP-induced PD mice were closely related to ENDO cells. We simulated the activation trajectory of ENDO cells and detected the specific deletions of reactive ENDO in PD, especially in the subset of cells of Bsg^High^. *Bsg* plays a crucial role in angiogenesis, and its co-expressed genes tended to be enriched in gene terms of the extracellular matrix, cell adhesion and cell–cell interactions [66]. We hypothesized that the loss of ENDO cells in PD resulted in the destruction of tight junctions between cells, thus enhancing the permeability of BBB and promoting the entry of MPP^+^ toxins into the brain environment. In addition, we also explored some genes in ENDO cells that affect neurological diseases and BBB, which might be used as candidate markers for PD diagnosis. Among them, *Cxcl12* levels may be potential biomarkers of inflammation in PD patients, and *Slco1a5*, *Cldn5* and *Ly6a* genes are all associated with the BBB [67]. Furthermore, we found low expression of HSPs in PD-specific ENDO cells, contrary to AST1. 

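Cxcl12 (ENSMUSG00000061353) fell in endothelial-like nuclei from 1812 CPM in CN (1380 UMIs) to 134 CPM in MPTP-PD (54 UMIs), a log2 ratio of -3.75 (-4.18 to -3.37), and of -3.13 without the MPTP-PD nuclei above 10000 UMIs. Slco1a5 had 2 UMIs in CN and 0 in MPTP-PD, too few for a ratio.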

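In endothelial-like nuclei, Hspa1a had 72 UMIs in CN (94.5 CPM) and 0 in MPTP-PD, and the interval of its log2 ratio lies below -3.34. Hspa1b had 63 UMIs in CN and 0 in MPTP-PD. Hsp90aa1 fell from 360 to 49.5 CPM, a log2 ratio of -2.83 (-3.60 to -2.21), and Hspa8 from 660 to 111 CPM, a log2 ratio of -2.55 (-3.04 to -2.13).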

The rise in HSPs level confers tolerance to energy deprivation, which is one explanation for the neurotoxic effects of MPTP, and our results also confirm this view [11].

Our snRNA-seq data also showed a trend towards increased cells of OLG and OPC in PD, but our trajectory analysis results did not observe a significant PD-risk association for OLG and OPC, which was consistent with the results of the latest genome-wide association studies [68]. This suggests that MPTP intake may not be the driving factor for the changes in OPC and OLG cells’ status. 

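Oligodendrocyte precursor cell-like nuclei made up 1.21% of CN (1.05% to 1.39%) and 1.88% of MPTP-PD (1.60% to 2.19%), from 196 and 157 nuclei. The direction depends on the denominator: among 2165 non-neuronal nuclei of CN and 2743 of MPTP-PD, their share was lower in MPTP-PD. By the transferred names, OLG made up 0.966% (0.821% to 1.13%) and 2.97% (2.61% to 3.35%). The transferred name OPC made up 2.20% (1.98% to 2.44%) and 3.71% (3.31% to 4.13%). It covers other nuclei than the class, since the kept Table S1 nuclei named OPC lay in fibroblast-like clusters.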

Namely, MPTP can induce more gene expression and cell state changes in AST1 and ENDO than in OLG and OPC.

Although neuronal cells should have been one of the focuses of our study, in-depth analysis was not carried out due to the lack of more accurate information to reveal their identity. However, we still found a PD-specific neuron and then decrypted its identity and status. 

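In the medium spiny neuron-like nuclei of MPTP-PD, Pde7b had 1814 CPM (1756 to 1873), Rarb 1414 CPM (1363 to 1467), Rgs9 933 CPM (892 to 976) and Gnal 925 CPM (883 to 967). In the CN nuclei of the same integrated cluster the levels were 39.6, 14.0, 14.0 and 38.8 CPM. After thinning, 33.2% of the medium spiny neuron-like nuclei had a UMI of Rgs9, against 0.784% of MPTP-PD oligodendrocyte-like nuclei, at a median of 7988 and 2038 UMIs.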

We discovered a subcluster 14 with high expression of *Rarb*, *Pde7b*, *Rgs9* and *Gnal* that was unique to PD, which was defined as D2-MSN in the striatum. PD pathologies lead to the malfunction of the nigrostriatal dopamine pathway, where dopaminergic neurons release dopamine from axon terminals to the MSN in the dorsal striatum [2]. Although D2-MSN cells should also be detected in CN, our data separated D2-MSN to only contain PD samples. 

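Several transcripts of medium spiny neurons were scarcer in the CN library outside nuclei as well. In free RNA, the level of Drd1 was 2.45 CPM in CN and 17.3 CPM in MPTP-PD, that of Rgs9 11.0 and 50.2 CPM, and that of Rarb 18.0 and 51.5 CPM. Over all barcodes, Drd2 had 52 UMIs in CN and 1248 in MPTP-PD. Pde7b and Pde10a were not scarcer in CN over all barcodes, with log2 ratios of -0.11 and -0.27.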

We observed that D2-MSN-linked genes were associated with morphine and cocaine addiction pathways. 4’-Methyl-alpha-pyrrolidinopropiophenone (MPPP) is related to morphine, piperidine and other drugs, while MPTP is an impurity in the production process of MPPP. The opioid system is involved in the reinforcing phenomenon induced by many drugs such as cannabinoids, cocaine and nicotine, and also alcohol. Imaging studies have shown that the opioid system is involved in pain processing, and also in addiction, neuropsychiatric manifestations, feeding and food disorders and, finally, movement disorders and levodopa-induced dyskinesias [69]. Dopaminergic neurons in the substantia nigra are well known as being selectively vulnerable to the MPP^+^ effects, so we speculated that our PD unique D2-MSN might be subjected to different levels of toxin attack and suffer huge changes in cell state and gene expression.

Most scRNA-seq studies of PD mainly focused on the cell-type-specific gene expression patterns. To our knowledge, there have been few studies characterizing the cell–cell communication with scRNA-seq data in PD research. At the most analytical stage of this work, we observed that the injection of MPTP reduced the quantity of communication among AST, ENDO, and D2-MSN cells but increased the intensity of interaction, which may be related to the energy conservation hypothesis of the PD mechanism [11]. The results of CellChat analysis not only further confirmed the accuracy of our identification of PD-specific cell types, but also revealed the synergistic communication relationship among these cells. We found signaling pathways of PD-specific cells, including NRXN, NEGR, CNTN and NGL, and their roles in PD have not been reported in the literature. NRXN and NLGN are trans-synaptic proteins involved in vascular biology, and the synaptic proteins of the NRXN family are involved in the vascular system through their interaction with a basic vascular cell [70]. Studies have found that NRXN–NLGN links synaptic function to cognitive disease [71], and the mutations in the NRXN-1 and CNTN4 genes have been reported to cause autism spectrum disorders (ASD) [72]. NEGR1 is a generic risk factor for multiple human diseases, including obesity, autism and depression [73]. It has been reported that NRXN and NLGN proteins are not suitable biomarkers for AD synapse pathology, but in our data their pathways were closely related to AST and ENDO in PD. We speculate that they may be potential markers for PD pathology and may be related to MPTP intake.

In summary, our study revealed several aspects of PD pathology caused by MPTP. Initially, we identified a disease-specific up-regulation of AST as well as the loss of ENDO cells, and systematically catalogued candidate target genes and TFs that might be associated with PD. In addition, we discovered a D2-MSN cell that exists only in MPTP-PD, which is an independent cell state initiated during MPTP induction. Finally, the cell–cell communication between PD-specific cells was investigated in detail, and identified the PD-related signaling factors and L-R pairs. Taken together, our work at least partially supports the changes in disease-specific cells and genes in MPTP in the mouse brain, and we hope that this study will provide a reference for the pathogenesis interpretation of PD.

## 4. Materials and Methods

### 4.1. Ethics Statement

The study was approved by the animal ethical and welfare committee of Zhongda Hospital Southeast University. All procedures were conducted following the guidelines of the animal ethical and welfare committee of SEU. All applicable institutional and/or national guidelines for the care and use of animals were followed.

### 4.2. Tissue Dissection and Nuclear Extraction

Eight-week-old male MPTP-induced Parkinson model mice (on a C57BL/6J background, MPTP-PD) and recommended control (C57BL/6J, CN) were purchased from the Shanghai Model Organisms Center, Inc, Shanghai, China. The animals were anesthetized with 500 mg/kg tribromoethanol (Sigma, Saint Louis, MO, USA) and were killed by cervical dislocation. After the animals were sacrificed, brain tissues (cerebral cortex, hippocampus, striatum and cerebellum) were isolated, quickly frozen in liquid nitrogen and stored in liquid nitrogen (n = 1). Four brain regions were pooled for nuclei isolated according to the ‘Nuclear Isolation by Single-cell RNA Sequencing’ protocol of 10X Genomics^®^. In brief, the tissue was lysed in a chilled lysis buffer (10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl2, 0.1% NP-40). Then, the suspension was filtered and nuclei were pelleted by centrifugation. Nuclei pellets were then washed in ‘nuclei wash and resuspension buffer’ (1× PBS, 1% BSA, 0.2 U/μL RNase inhibitor, 2 mM DTT), filtered and pelleted again. Cell count was then performed to calculate the concentration of nuclear suspension.

### 4.3. Library Construction and Sequencing

Sorted nuclei were processed using the 10× Chromium Next GEM Single Cell 3’ Kit v3.1 to generate the cDNA libraries. The quality of cDNA was assessed using the Agilent 2100 Bioanalyzer System. Sequencing was performed on Illumina NovaSeq 6000-S2.

### 4.4. Data Demultiplexing and Quality Control

We used Cell Ranger 5.0.1 (10 × Genomics) to process raw sequencing data, and the Seurat v4.0 was applied for downstream analysis. Before we started downstream analysis, we focused on four filtering metrics to guarantee the reliability of our data. (1) Genes detected in fewer than three cells were filtered to avoid cellular stochastic events; (2) nuclei with a percentage of expressed mitochondrial genes greater than 10% were removed to rule out apoptotic cells; (3) cells with UMI greater than 10,000 were removed to filter out the doublet-like cells; (4) cells with detected genes out of the range of 200–4000 were removed. After filtering cells and genes according to the metrics mentioned above, we further applied Doublet Finder V2.0 with default parameters to predict and remove potential doublets within each sample. As a result, there were 22,431 genes and 19,531 nuclei left for downstream analysis.

### 4.5. Clustering and Cell Annotation

After quality control, unsupervised clustering was performed using Seurat v3 [74] in a region-independent fashion. A series of preprocessing procedures including normalization, variance stabilization and scaling data, were performed in an R function ‘SCTransform’ based on regularized negative binomial regression. Then, we selected 3000 highly variable genes to integrate all sequencing libraries (including PD and CN) using ‘FindIntegrationAnchors’ and ‘IntegrateData’ functions, followed by the regression of technical noise. Principal component analysis (PCA) was performed using integrated output matrix, and principal component (PC) significance was calculated using the ‘JackStraw’ function. In this case, we chose the top 30 significant PCs for downstream cluster identification and visualization. Clusters were defined based on ‘FindClusters’ function with resolution equal to 0.8. After the primary clustering analysis, we found a high proportion of excitatory neurons with high gene expression similarity. Therefore, we applied 2-rotation cluster strategy. Briefly, after the first clustering analysis, we obtained major cell types, then we subclustered the excitatory neurons with resolution equal to 0.25 and merged the 2-rotation results as final cluster results. Uniform Manifold Approximation and Projection (UMAP) was used for the final dimension reduction and visualization.

Based on the cluster results, we next used ‘FindAllMarkers’ function with MAST algorithm, which was specially developed and applied to single cell data detecting differential expressed genes to identify marker genes for each cluster. We ranked the marker genes according to the p-value and log_2_ fold change (log_2_ FC) within each cluster and searched top genes in Cell Marker [75] and Panglao DB [76] databases to annotate cell types of clusters.

### 4.6. Differential Expressed Genes Analysis

Within each cluster, we detected differential expressed genes (DEGs) between PD and CN conditions by using ‘FindMarkers’ function. we used ‘MAST’ setting as well and controlled false-discovery rates (FDRs) using the Benjamini–Hochberg procedure. Then we set threshold q_adjust < 0.05, abs∣log_2_ FC∣ > 1 to filter DEGs and obtained PD up- and down-regulated genes compared to CN for each cluster. The DEGs functional enrichment analysis based on GO and KEGG was applied by an R package ClusterProfile [77] v3.18.4 using a hypergeometric test and corrected for multiple hypothesis by FDR. We used R package wordcloud2 to show the frequency of PD-risk genes detected in differentially expressed genes within each cluster; the bigger word size indicates the greater frequency.

### 4.7. Inference of Regulon, Quantify Cell-Type Specificity Score and Functional Validation

To predict gene regulatory networks using single nuclei gene expression data, we used pySCENIC [18] approach. There are three major steps of SCENIC to construct high-confidence gene regulatory networks. First of all, SCENIC calculates co-expression modules between TF and candidate target genes using GENIE3. Then RcisTarget is used to create regulon with only direct targets by identifying modules for which the regulator’s binding motif is significantly enriched across the target genes. Finally, AUCell scores each regulon’s active score in each cell and creates a binarized activity matrix between regulons and cells. Using this matrix, we can predict cell states without removing batches and identify cell-type specifically activated regulons.

For identifying cell-state-specific regulons, we adapted an entropy-based method to quantify cell-type specific score of each regulon. Firstly, we name the vector of ( $P_{1}^{R}$ ,…, $P_{n}^{R}$ ) as P^R^ to describe the distribution of regulon activity score, the vector of ( $P_{1}^{C}$ ,…, $P_{n}^{C}$ ) as P^C^, which can indicate whether a cell belongs to a specific cluster, n is the total cell numbers. Then we calculate the Jensen–Shannon Divergence (JSD) from P^R^ and P^C^

$$\mathrm{JSD}\left(P^{R},P^{C}\right)=H\left(\frac{P^{R}+P^{C}}{2}\right)-\frac{H\left(P^{R}\right)+H\left(P^{C}\right)}{2}$$

where $H\left(P\right)=-\sum p_{i}\mathrm{loa}\left(p_{i}\right)$ .

Finally, the regulon specificity score (RSS) is calculated as this

$$\mathrm{RSS}\left(R,C\right)=1-\sqrt{\mathrm{JSD}\left(P^{R},P^{C}\right)}$$

Therefore, we know the range of RSS is (0, 1), and if the regulon activity is highly different among clusters, the RSS approaches 1, otherwise, if there is no difference of regulon activity among clusters, the RSS will be equal to 0.

To further validate whether our predicted regulons are functionally related to their associated cell types or PD condition is specifically activated, we employed an online tool SEEK [78]. SEEK provides the gene co-expression search function for lots of mouse database from the GEO (Gene Expression Omnibus), so we can detect whether the genes within the same regulon are co-expressed and which kinds of papers’ data had also reported the similar co-expression module. If genes within regulon are significantly co-expressed in many datasets related to Parkinson disease or some certain cell types, it could be further evidence that the regulon is reported to be highly related to Parkinson’s disease in a certain cell type.

### 4.8. Trajectory Analysis Using Monocle3

To obtain cellular state changes between PD and CN samples within AST1, ENDO, OLG, OPC and part of the excitatory neurons, we reconstructed the cellular states’ trajectories using the standard Monocle3 [26] workflow. Firstly, we subdivided certain clusters, used the filtered raw counts as input to integrate PD and CN cells and normalized factor size. The sample effect was removed using the Mutual Nearest Neighbor method with parameter ‘alignment_k = 20’. The reduce_dimension function was used for dimensionality reduction, and the Louvain method was used for clustering with a resolution of 0.01. Then, the trajectory inference used the learn_graph function with default parameters. Finally, pseudotime ordering was performed by rooting the trajectory manually based on the shape of trajectory and background knowledge.

The most important step is to identify trajectory-dependent genes that may influence the PD and CN cell states, slightly changing them within each cluster. We first calculated subcluster marker genes using ‘topmarkers’ function then using ‘graphtest’ function, which uses the spatial correlation analysis Moran’s I approach to identify highly variable genes associated with the trajectory. Thus, the trajectory-dependent genes were defined by intersection of subcluster markers and trajectory-associated highly variable genes.

### 4.9. Cell–Cell Communication Analysis

To further investigate the intercellular communication changes induced by MPTP, we used R software CellChat [79] v1.4.0 to calculate communication networks between subclusters of AST1, ENDO and D2-MSN. We predicted the communication network including signaling pathway and ligand–receptor (L-R) pairs information in PD and CN samples separately and then compared the network difference between these conditions. The interaction number and strength are two key factors, so we used ‘compareInteractions’ function to obtain whole network interaction number and strength differences. Then, for the conserved signaling pathways, we ranked these pathways according to their Euclidean distance in the shared two dimensions space. The top pathways indicated more difference between PD and CN. We also compared each signaling pathway’s information flow, which is the sum of communication probability among all cell pairs, to identify different pathway states including turn off/on, decrease and increase in one condition compared to the other. Finally, we zoomed in to the L-R pairs level, and calculated dysfunctional L-R pairs by using differential expression analysis with ‘identifyOverExpressedGenes’ and ‘netMappingDEG’ functions. The up-regulated and down-regulated L-R pairs can be detected. All the plot functions are from the CellChat package.

## Figures and Tables

**Figure 1:**
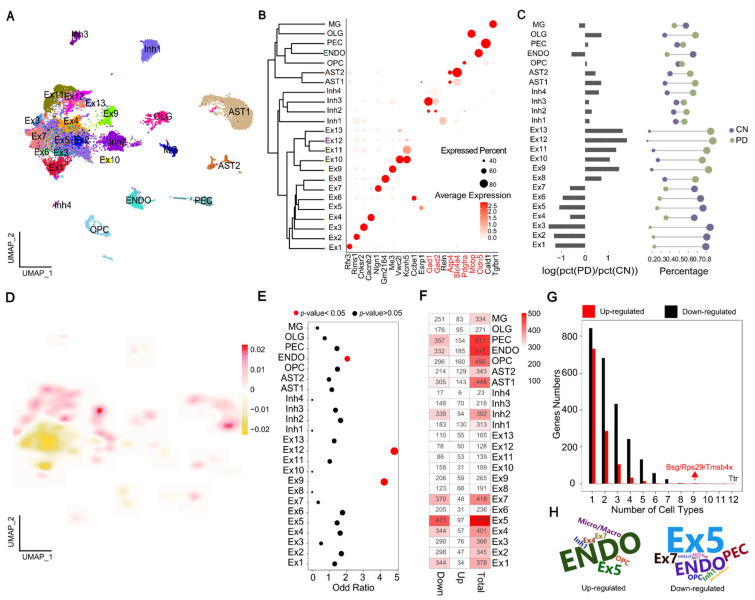
The characterization of cellular diversity in MPTP-PD brain by snRNA-seq. (**A**) Contribution of nuclei from PD or CN to each cell type; colored by cluster. (**B**) Cell representative marker genes. Expression level (color scale) of marker genes across clusters and the percentage of cell expression (dot size). (**C**) The changes in frequency of multiple cell types between PD and CN. Left: log ratio of average fraction in PD vs. CN. Right: proportion of PD and CN profiled cells. The color and dot size represent different samples and the percentage of cells, separately. (**D**) Differential 2D cell density between PD and CN. Red and yellow indicate the high and low density of cells in PD, respectively. (**E**) Using Fisher’s exact test to obtain cell types in which PD-risk gene enrichment. Circle size indicates OR value, and red color highlights enriched cell types with *p*-value < 0.05. (**F**) The number of cell-specific DEGs. (**G**) The number of up- or down-regulated genes per cell type was detected. (**H**) PD-risk DEGs’ detected frequency in each cell type.

**Figure 2:**
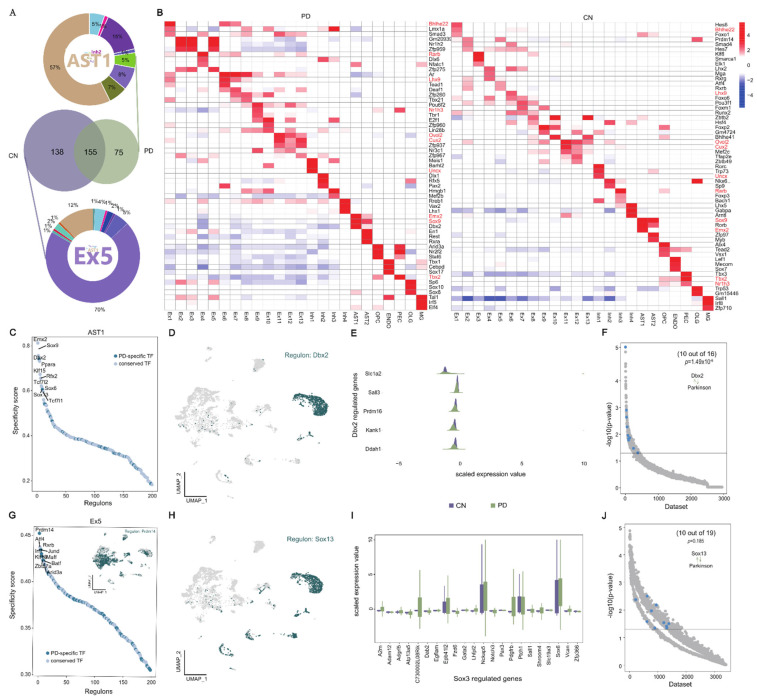
Cell type-specific transcription factors in disease. (**A**) Venn plots of conservative and specific TFs in PD and CN. Middle Venn plot shows conservative and specific TFs detected in PD and CN. The circle percentage diagram with word cloud insert detailed presents that specific TFs of CN and PD were mainly derived from Ex5 and AST1; the colors of circle diagram and word cloud plot correspond. (**B**) Heatmap of top three specific TFs for each cell type in PD (**left**) and CN (**right**). (**C**,**G**) The rank of regulons in AST1 and Ex5 based on regulon specificity score. (**D**,**H**) Binarized regulon activity scores for top regulons Dbx2 and Sox13 on UMAP map (dark green dots). (**E**,**I**) Expression levels of Dbx2 and Sox3 transcription-regulated target genes in AST1. (**F**,**J**) SEEK co-expression result for target genes of top regulons Dbx2 and Sox13 in different public datasets. The x-axis represents different datasets, and the y-axis represents the co-expression significance of target genes in each dataset; AST1-related datasets with significant correlation (*p*-value < 0.01) are highlighted by blue dots.

**Figure 3:**
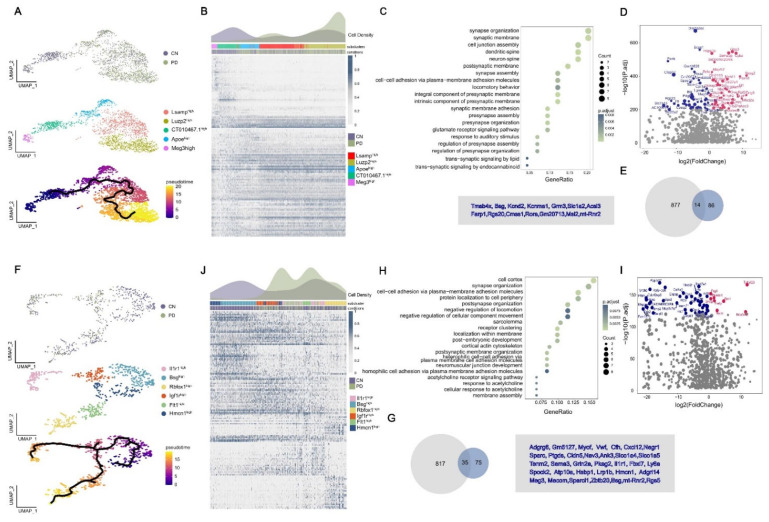
Trajectory reconstruction reveals astrocyte and endothelial differential activation in PD. (**A**,**F**) AST1 and ENDO subclusters labeled with a representative marker gene and trajectory reconstruction and pseudotime representation of subclusters. (**B**,**J**) PD and CN differential cell density distribution along pseudotime. The expression of 100 and 113 genes highly associated with the AST1 and ENDO activation trajectory, respectively. (**C**,**H**) KEGG and GO terms associated with genes of the Luzp2^High^ and Lsamp ^High^ cells in AST1 and Hmcn1^High^, Igf1r^High^, Flt1^High^ in ENDO, respectively. (**D**,**I**) Volcano map of DEGs in PD and CN. The up-regulated genes with red dots, down-regulated genes with blue dots. (**E**,**G**) The overlapped genes between PD-DEGs and the DEGs along the AST1 and ENDO activation trajectory.

**Figure 4:**
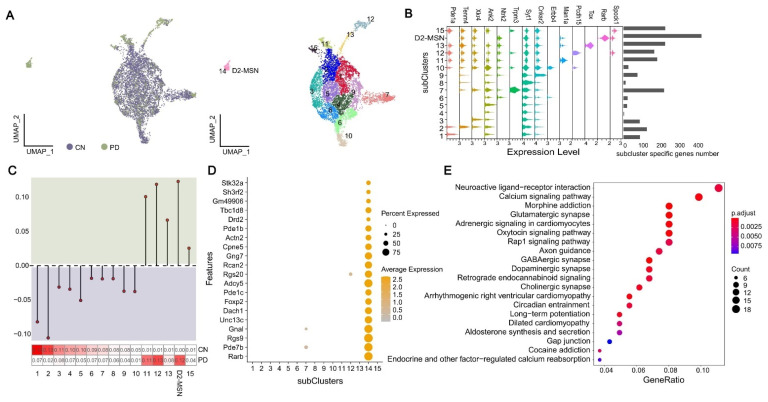
Neuronal states specific to disease models. (**A**) UMAP dimensionality reduction of Ex1–8 from the snRNA-seq analysis. (**B**) Marker gene expression and the number distribution of cluster-specific higher expressed genes. (**C**) The proportion of CN and PD in 15 subclusters. Top: the lollipop of CN vs. PD, y > 0 means that the proportion of cells in PD is greater than CN; bottom: heatmap of the cells’ proportion in PD and CN. (**D**) Bubble chart of all marker gene expression in subcluster 14. (**E**) KEGG terms associated with genes of subcluster 14.

**Figure 5:**
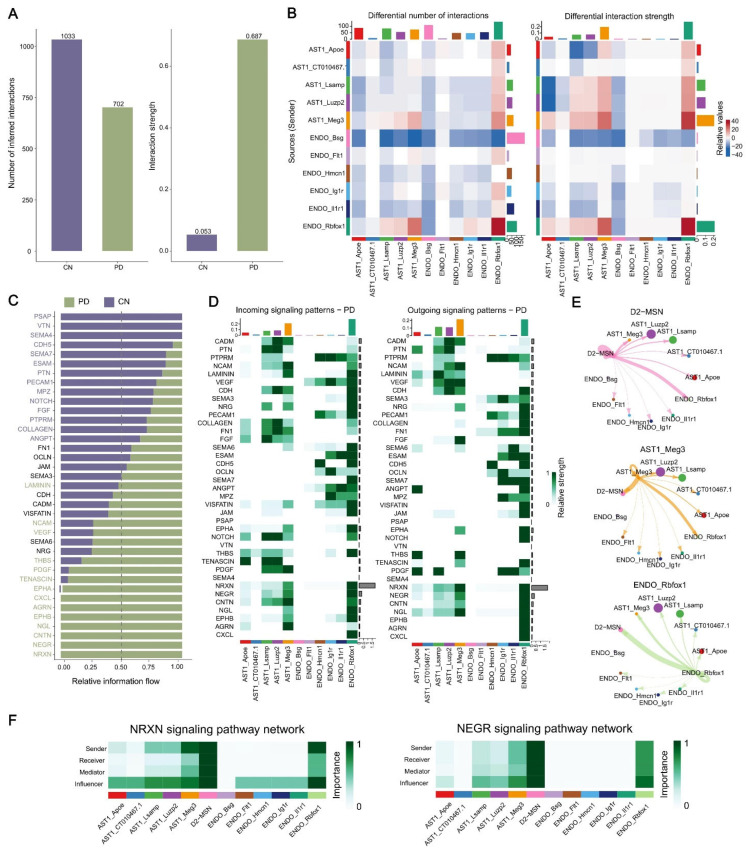
Characterization of cell communications among PD-specific cells. (**A**) The number and strength of AST1 and ENDO intercellular ligand–receptor interactions in PD and CN. (**B**) Heatmaps of the interaction quantity (left) and strength (right) between AST1 and ENDO subpopulations in PD and CN. (**C**) Identification and visualization of conserved and specific signaling pathways. (**D**) Heatmaps of the outgoing and incoming signaling patterns of AST1 and ENDO subclusters in PD. (**E**) Circle plots show and compare cell–cell communication alterations among PD-specific cells. (**F**) Heatmaps of the NRXN and NEGR signaling networks displaying relative importance of each cell group ranked.

## Data Availability

The data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) with accession number GSE205367.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/1422-0067/23/18/10774/s1.

# Supplementary material for: Defining Specific Cell States of MPTP-Induced Parkinson’s Disease by Single-Nucleus RNA Sequencing
**Source:** Int J Mol Sci. 2022 Sep 15;23(18):10774. doi: 10.3390/ijms231810774
**Supplement:** Supplementary file 1

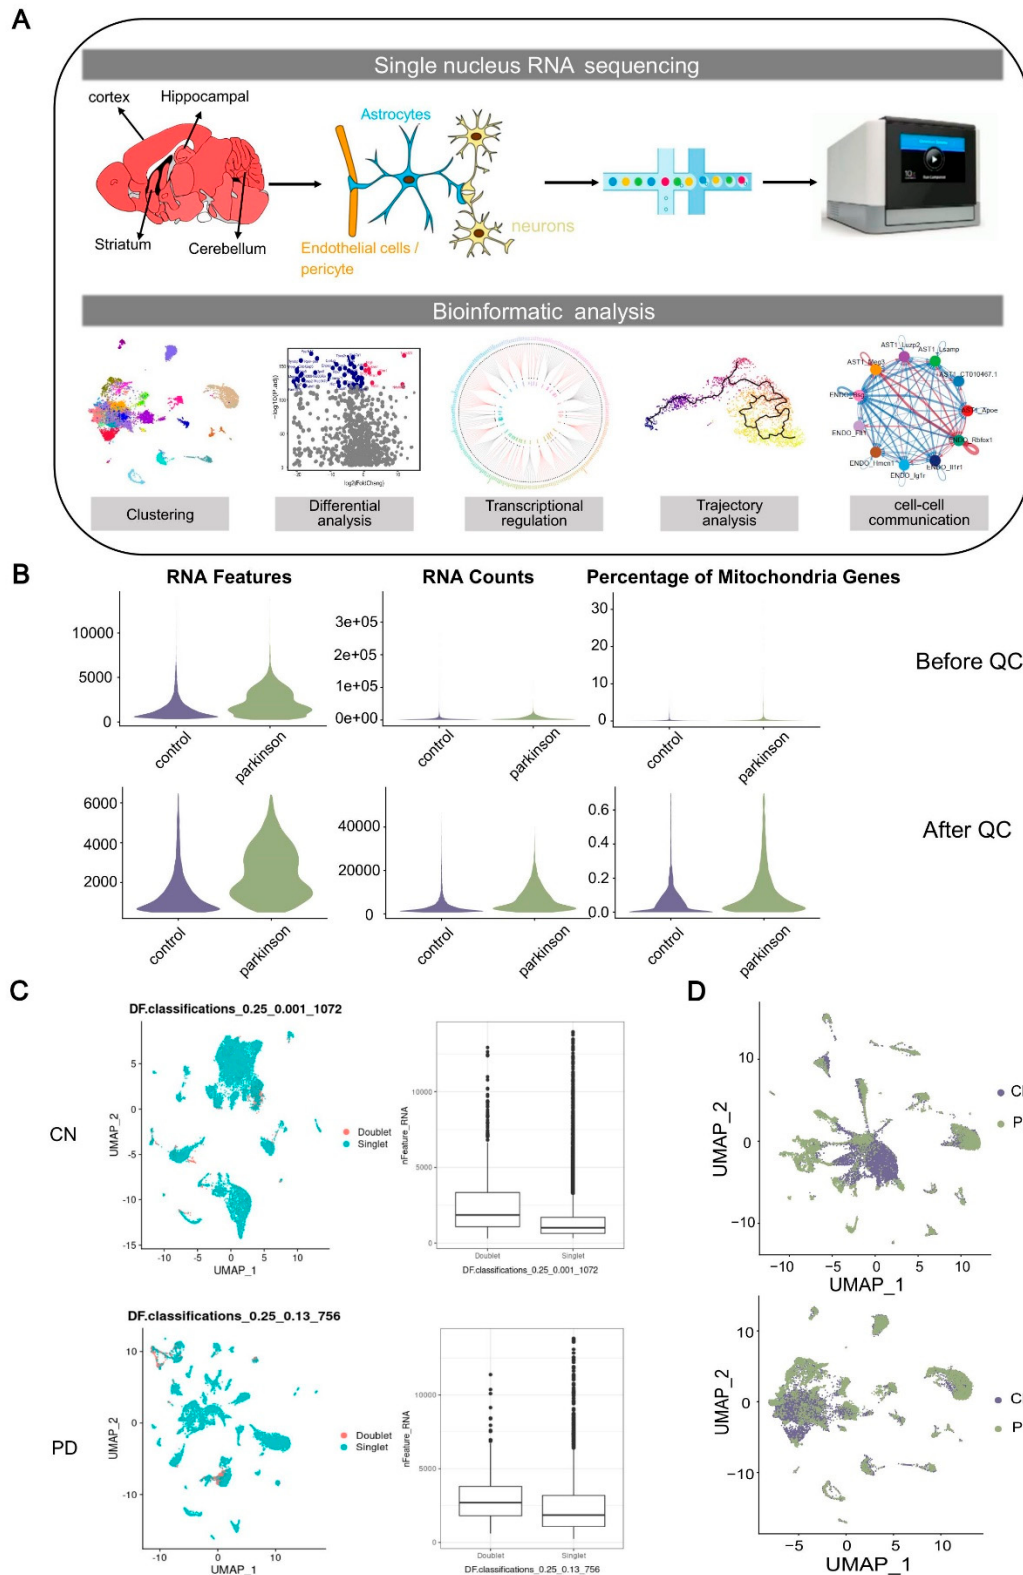

Figure S1: snRNA-seq quality control metrics and similarity. (A) Schematic representation of the samples used in this study, sequencing experiments and downstream bioinformatic analyses. (B) Information of samples before (top) and after (bottom) quality control. (C) Potential doublets were predicted and removed by the Doublet Finder V2.0. (D) 2D UMAP embedding of single nuclei RNA profiles before (top) and after (bottom) removing batch effect.

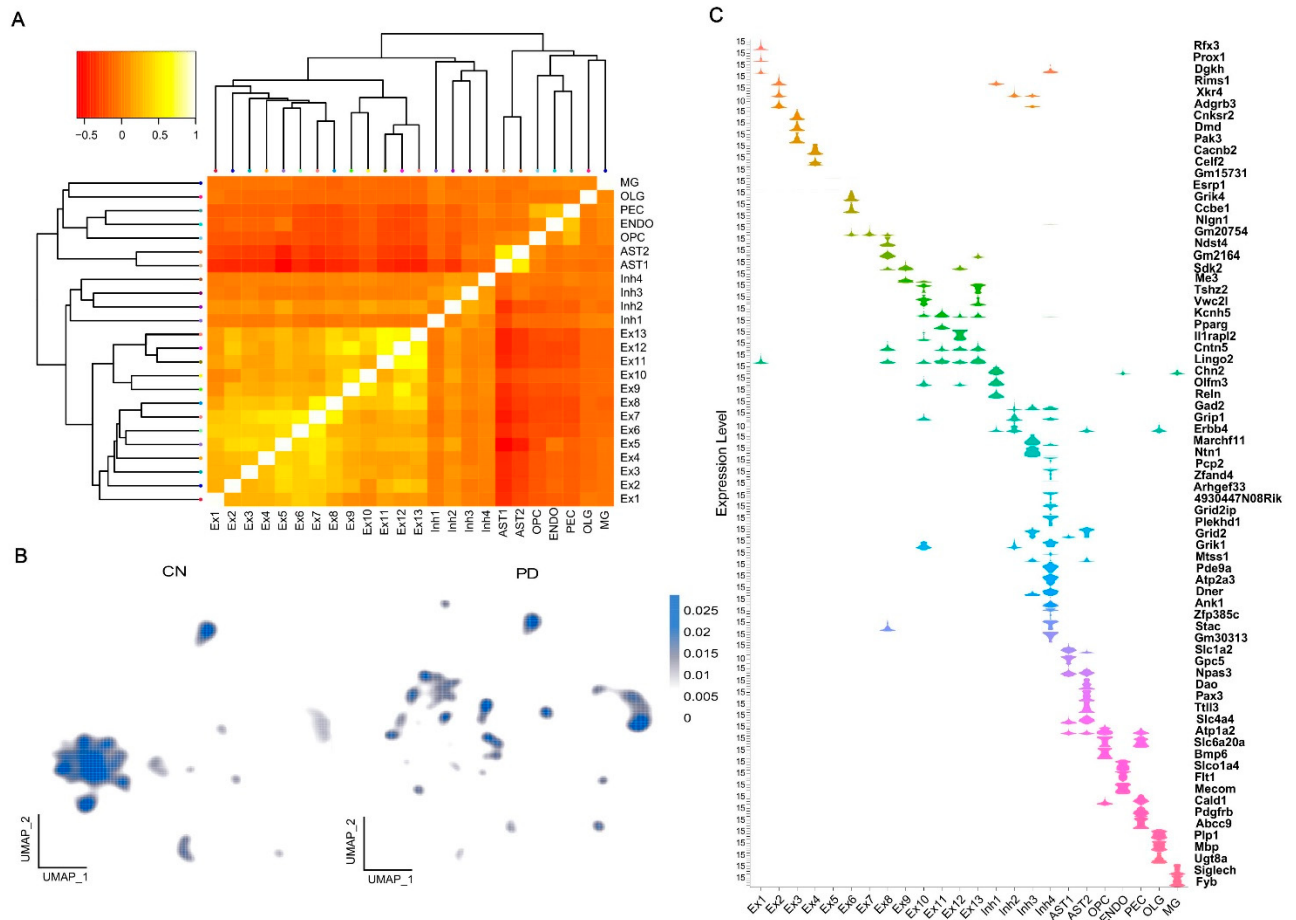

Figure S2: Cell type marker genes and assignments. (A) Confusion matrix results of the machine learning cross-validation approach to validate the cell type definition. (B) Expression distribution of cell-type marker genes. (C) 2D cell density UMAP embeddings for PD (right) and CN (left).

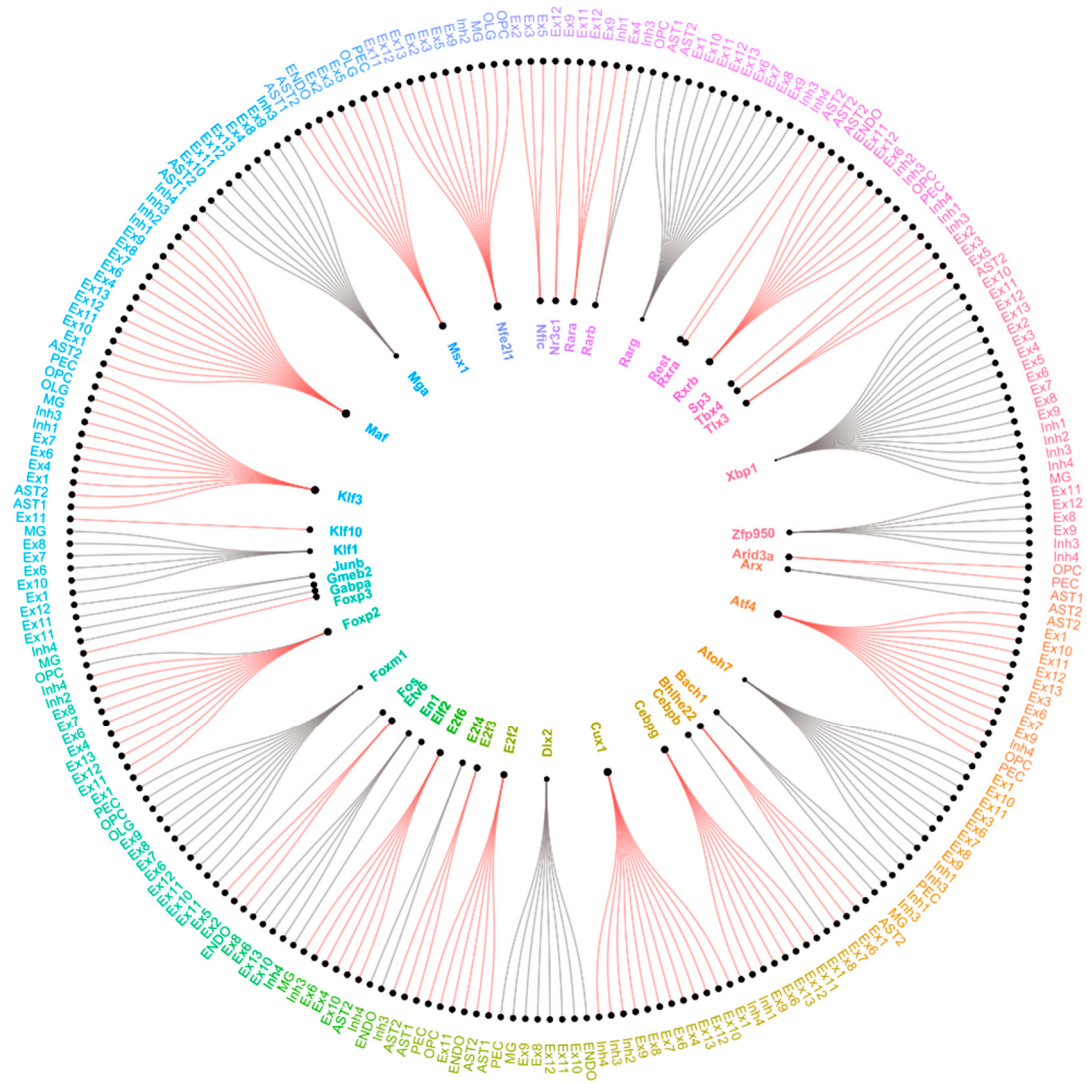

Figure S4: Circle plot of 54 differentially activated TFs and their corresponding cell types in PD and CN ( $|\text{pct}(\text{PD}) - \text{pct}(\text{CN})| \geq 0.5$ ). The inner ring is TFs, and the outer ring is a qualified cell types; The red and grey lines indicate activation in PD and CN respectively, and the size of the inner ring points indicates the number of differences.

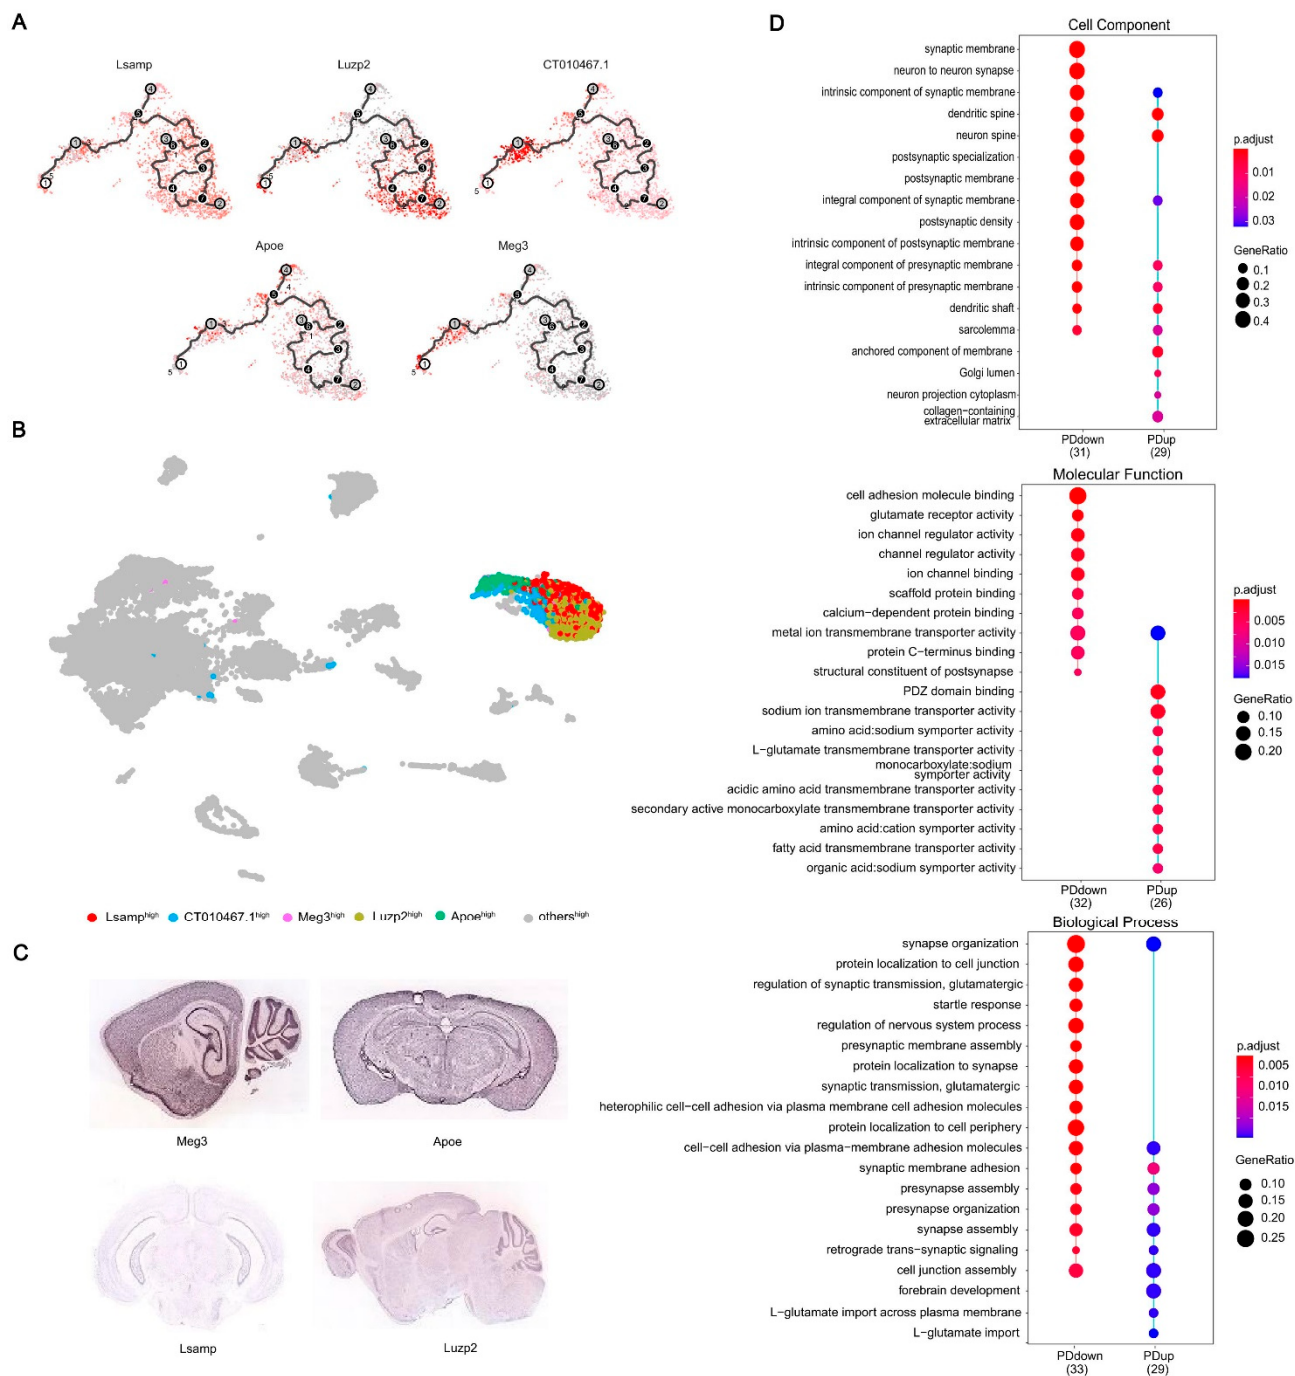

Figure S5: (A) The expression of marker genes along the AST1 subclusters. (B) UMAP embedding of five AST1 subclusters. (C) Distribution of AST1 subclusters marker genes in Allen Brain Atlas. (D) GO analysis of all AST1 subcluster DEGs. The color of the point corresponds to the value of  $p_{\text{adjust}}$ , and the size represents the proportion of the number of differential genes in the total number of differential genes under the GO term.

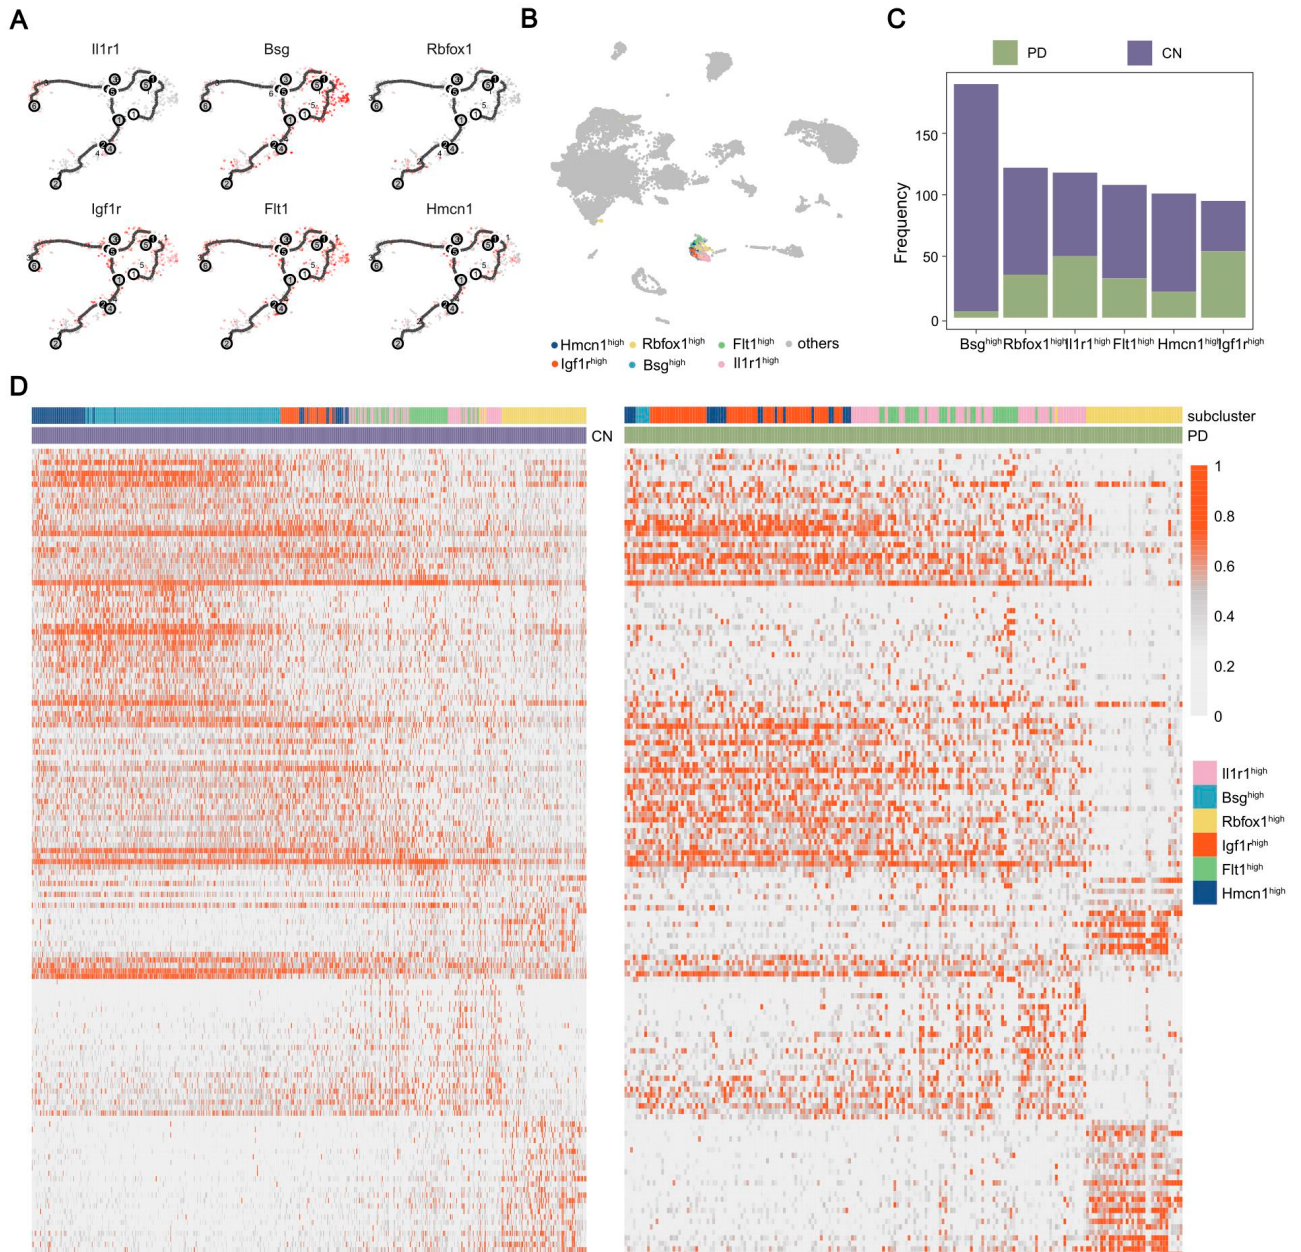

Figure S6: (A) The expression of marker genes along the ENDO subclusters. (B) UMAP embedding of ENDO subclusters. (C) the proportion of ENDO subclusters in PD and CN. (D) Trajectory dependent gene of each cell subcluster gene in PD (right) and CN (left).

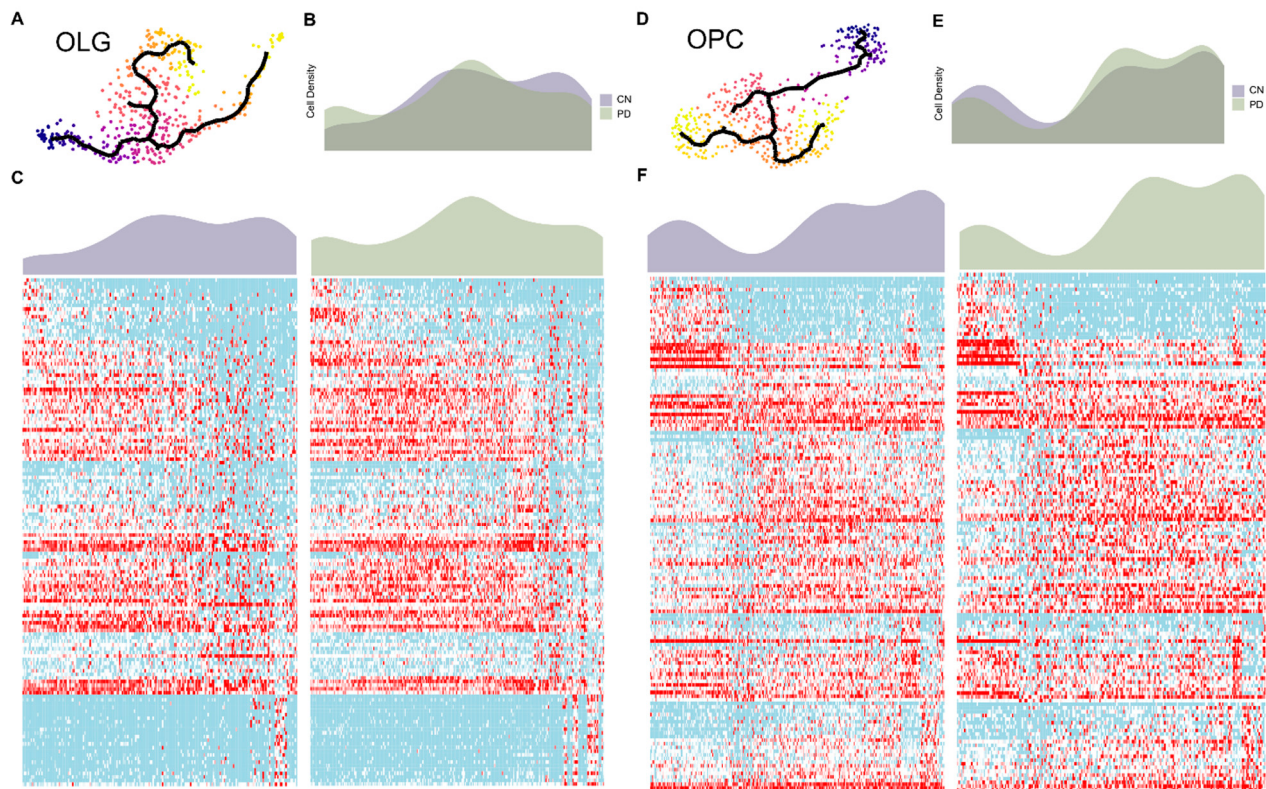

Figure S7: Trajectory reconstruction reveals oligodendrocytes and oligodendrocyte precursor cells differential activation in PD. (A, D) OLG and OPC trajectory reconstruction and pseudotime representation of subclusters. (B, E) differential cell-density distribution over pseudotime in CN and PD, separately. (C, F) Trajectory dependent gene of each cell subcluster gene in OLG (C) and OPC (F).

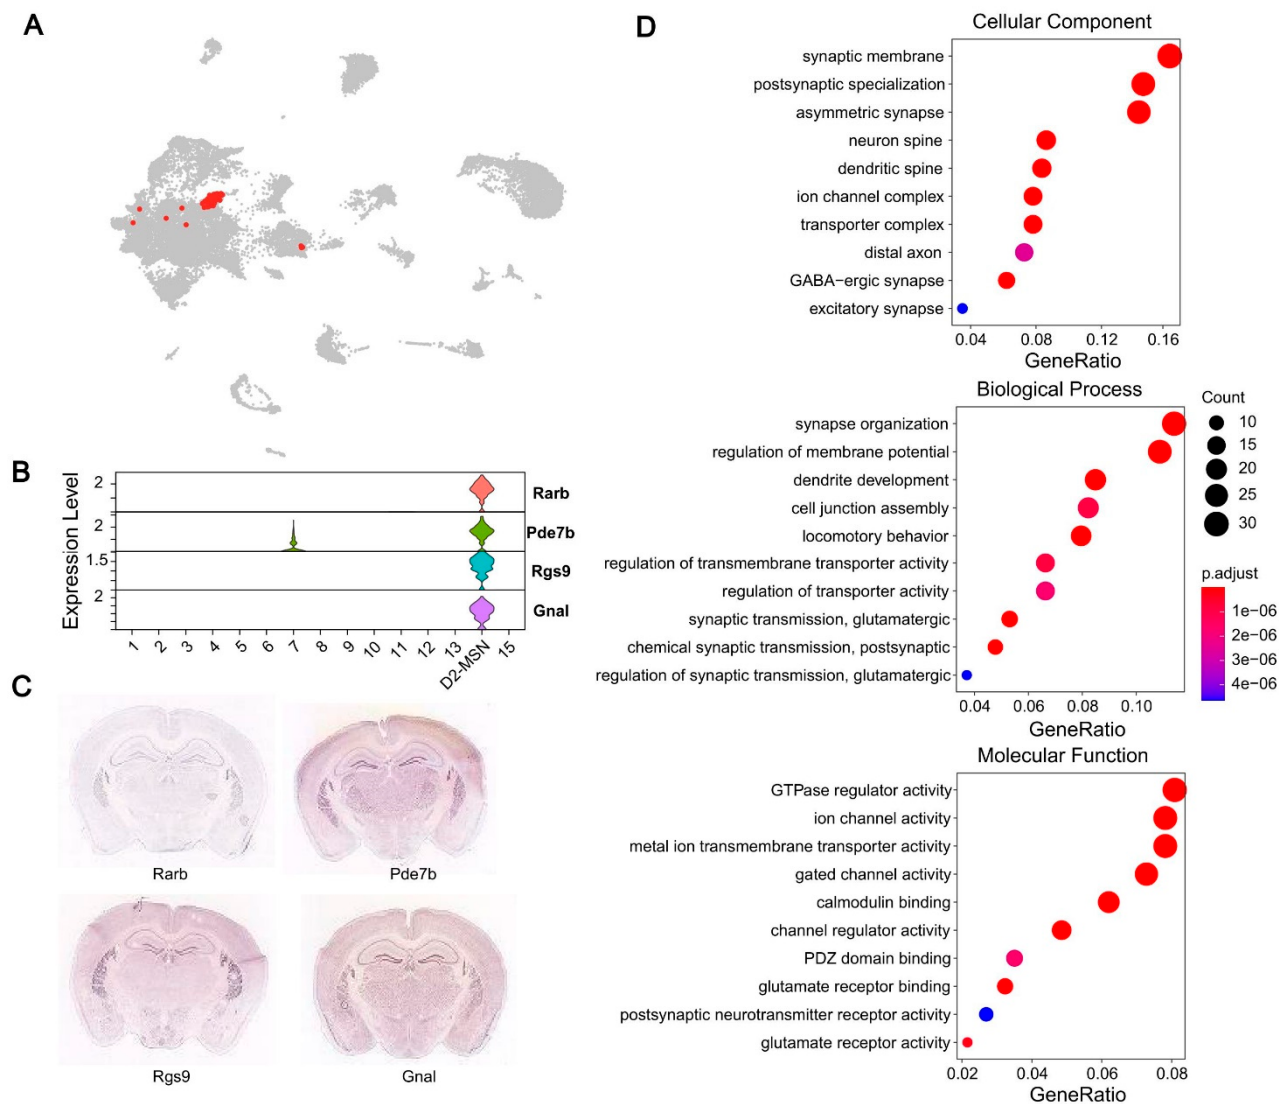

Figure S8: (A) UMAP embedding of subclusters 14, which overlaps with EX4. (B, C) The top four highly expressed marker genes of subclusters 14 in the ISH of Allen Brain Atlas. These genes are distributed in the striatum (STR). (D) GO analysis of all marker gene expression in subcluster 14. The color of the point corresponds to the value of  $p_{\text{adjust}}$ , and the size represents the number of differential genes under GO terms.

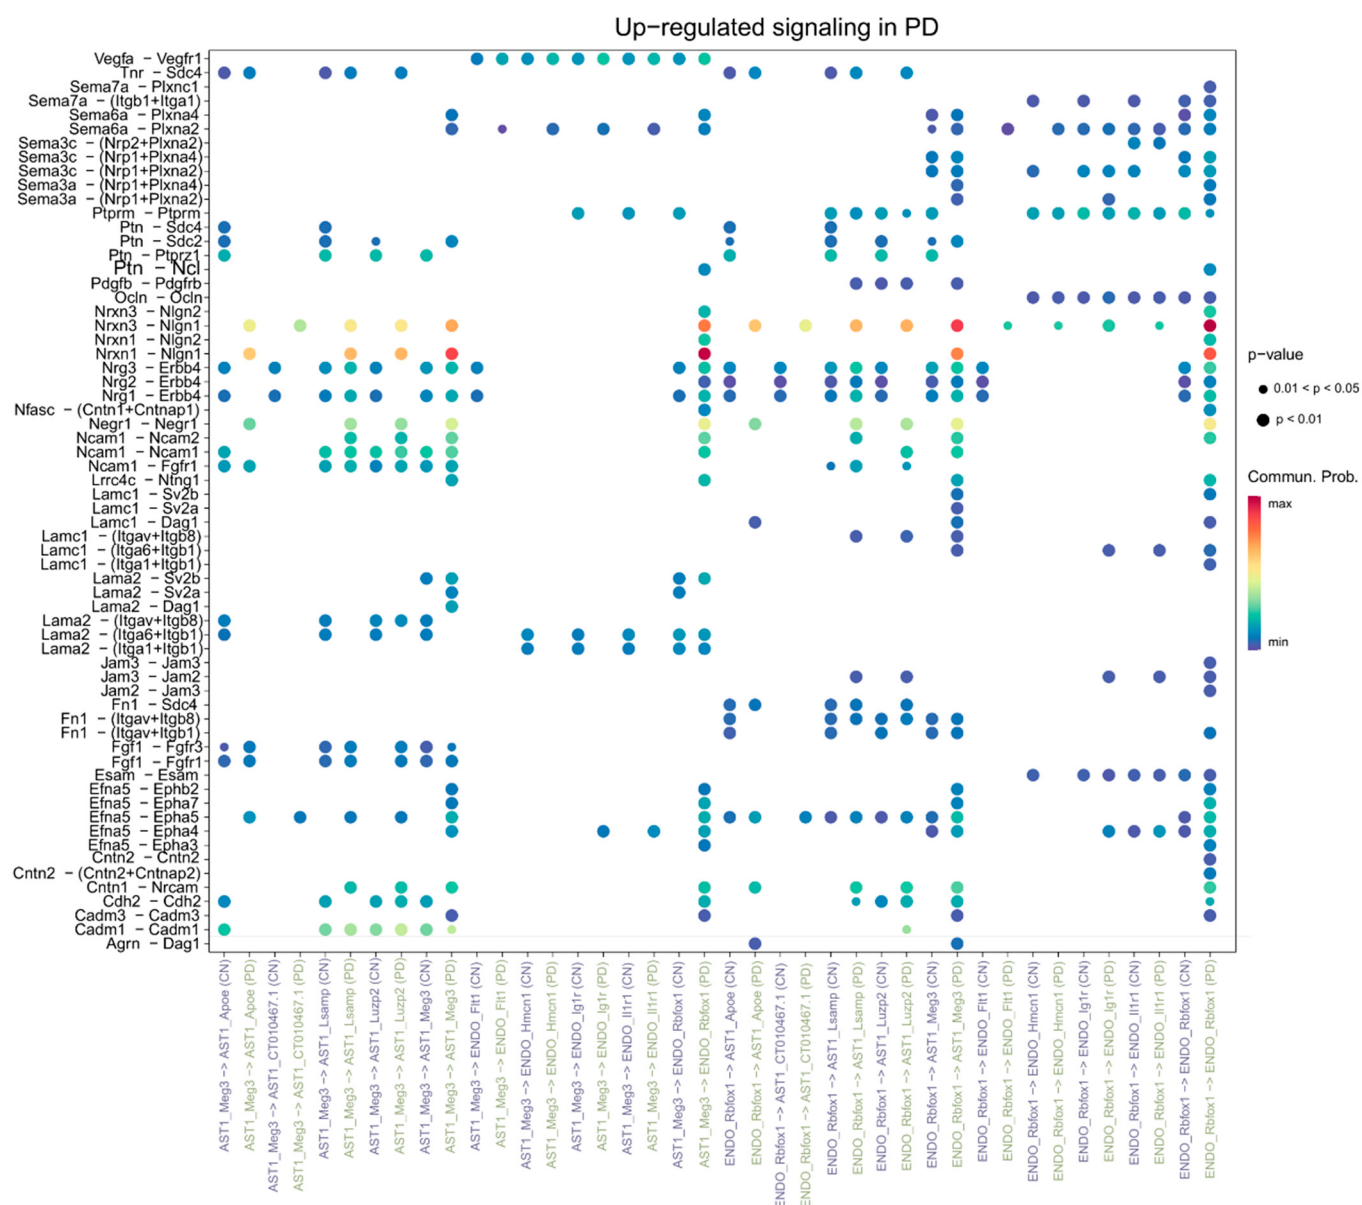

Figure S9: Up-regulated Ligand-receptor pairs that contribute to the signaling of PD-specific cells. The dot color and size represent the calculated communication probability and p-values.

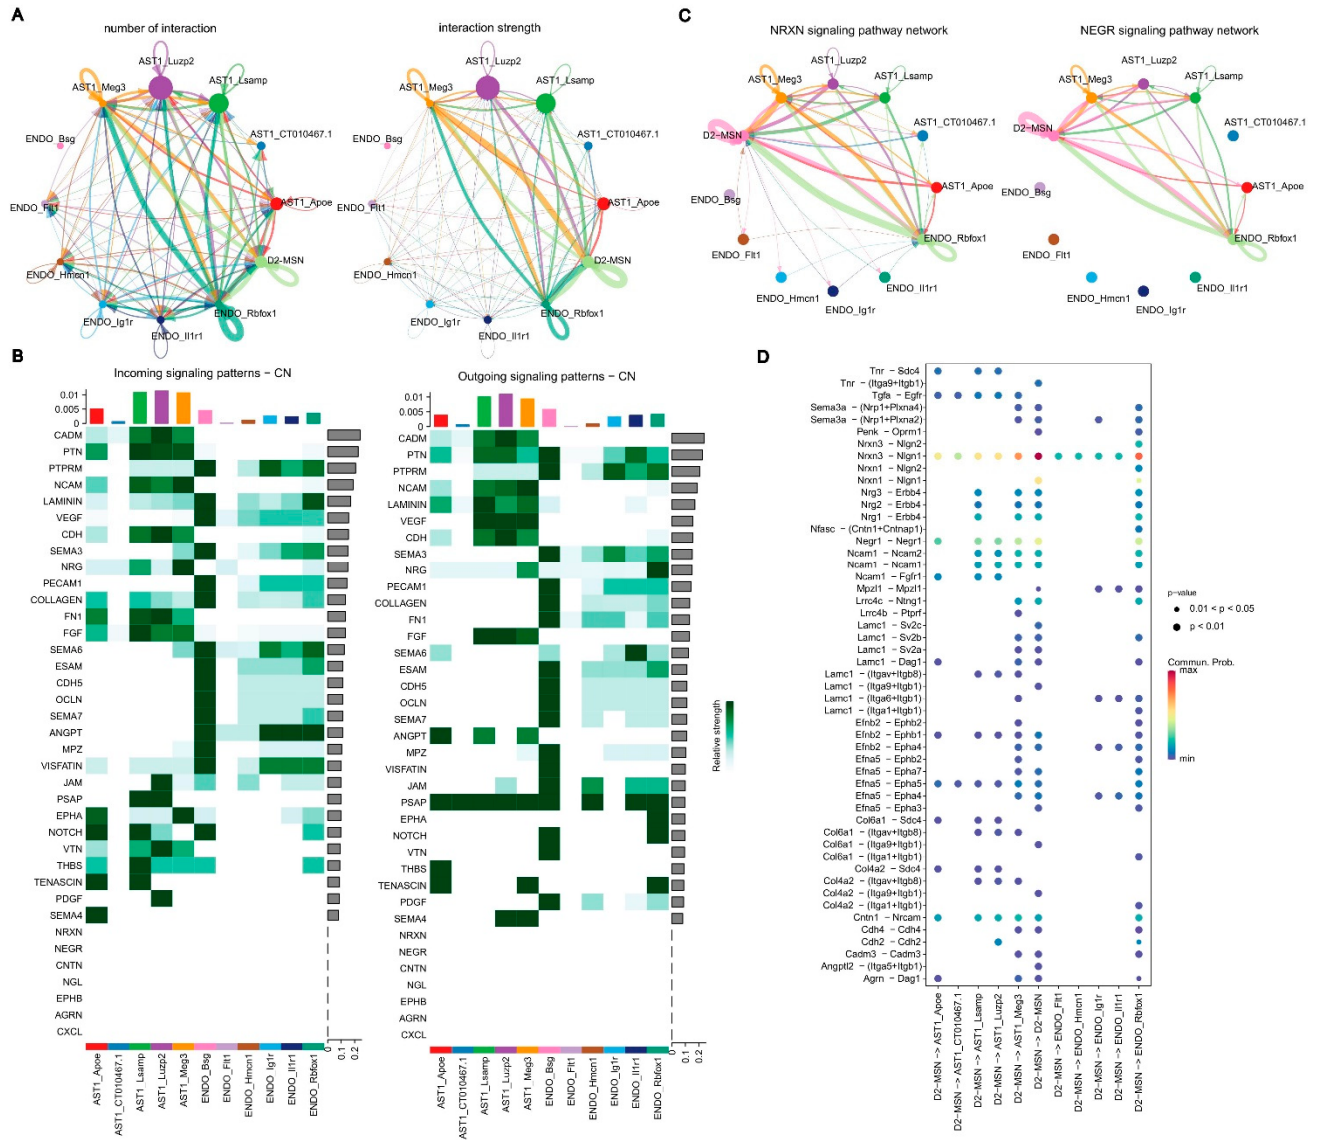

Figure S10: (A) Circle plot of the number and interaction strength of ligand-receptor pairs between PD-specific cells. (B) Heatmaps of the outgoing and incoming signaling patterns of AST1 and ENDO subclusters in CN. (C) Comparison of the significant ligand-receptor pairs between PD-specific cells, which contribute to the signaling from D2-MSN to AST1 and ENDO subpopulations. Dot color reflects communication probabilities and dot size represents computed p-values. (D) The inferred NRXN and NEGR signaling networks. Circle sizes are proportional to the number of cells in each cell group and edge width represents the communication probability.

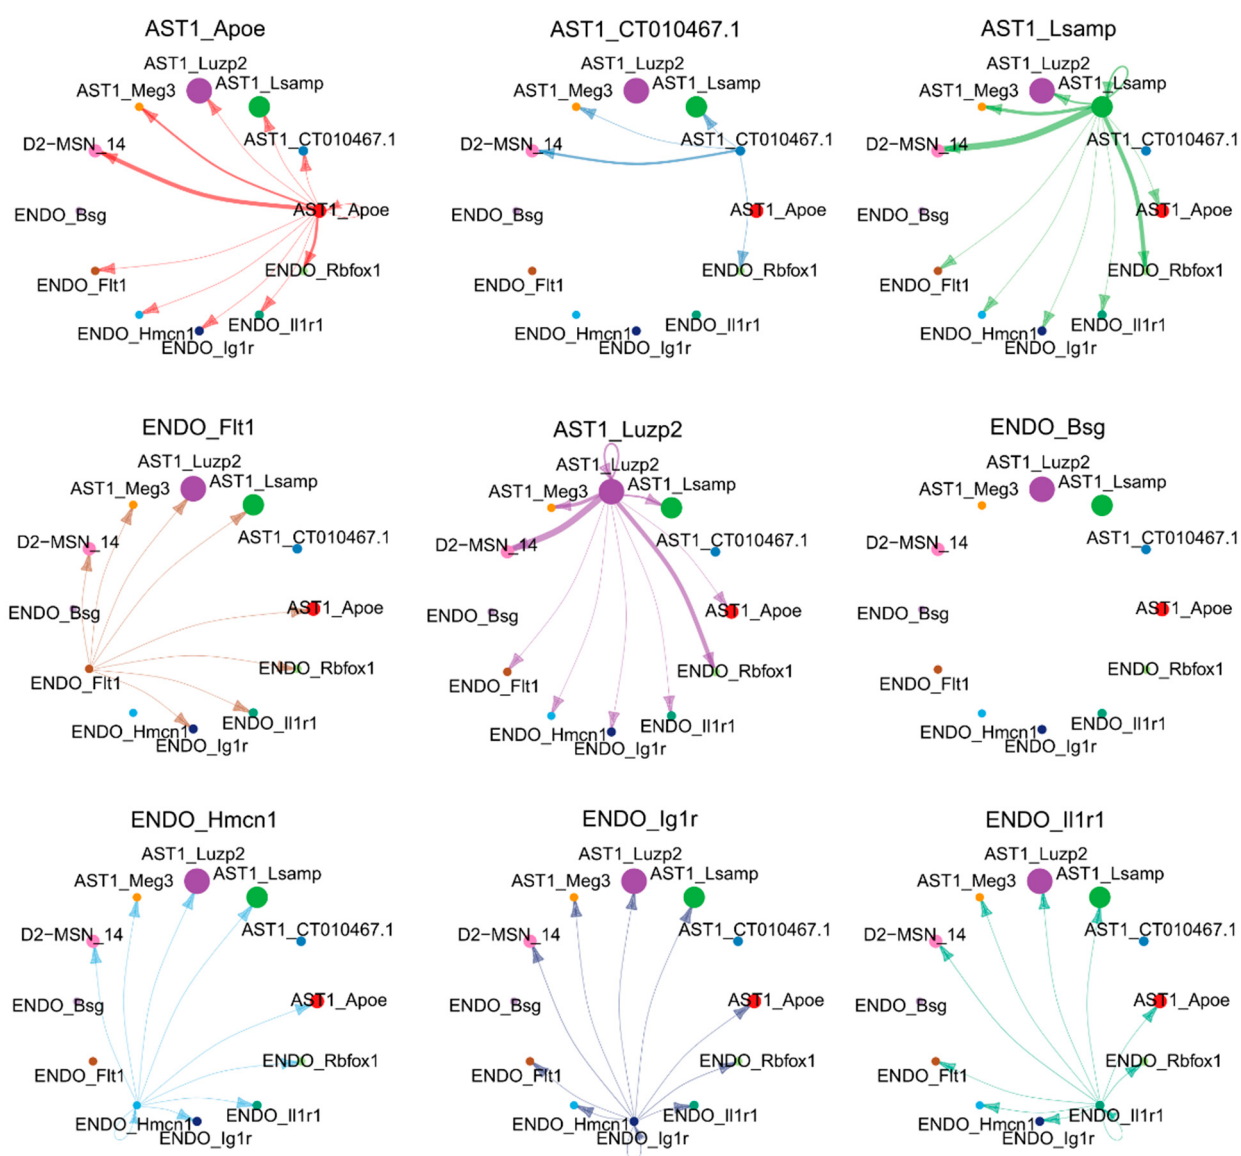

Figure S11: Circle plots of the interaction strength among D2-MSN, AST1 and ENDO subclusters in PD.

How the deposited data were processed for this re-analysis (not part of the article)

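Single-nucleus RNA-seq was performed by the authors on 1 library of MPTP-PD mice and 1 library of CN mice, each from nuclei of a mixture of cortex, hippocampus, striatum and cerebellum of male C57BL/6J mice aged 8 weeks. The deposited values are raw UMI counts per gene and barcode, which the authors made with Cell Ranger and deposited without normalization, cell calling or doublet removal. The methods name version 5.0.1 of Cell Ranger, whereas the headers of the deposited counts name an earlier major version, and the genome build is stated in neither. Gene symbols were taken as the deposited tables pair them with Ensembl identifiers, and no coordinates were used.

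The CN library held 102395878 UMIs and the MPTP-PD library 93312742 UMIs over 55487 genes. With 1 library per condition there is no replicate error. No p-value, standard error or number of changed genes was computed from nuclei, the exact binomial and exact Poisson intervals (95%) cover counting error only, and a condition and its library are the same thing in every comparison. Where a count was 0, the limit is the value that 3 counts would give.

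Counts were read with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Barcodes were kept with at least 543 UMIs, at least 300 genes and at most 1% mitochondrial UMIs, which are the limits to which the part of Table S1 at hand keeps. Doublet scores were computed with scrublet in scanpy 1.11.5, and the highest scores were removed at 0.8% per 1000 barcodes of a library, giving 16147 nuclei in CN and 8364 in MPTP-PD. Genes found in at least 3 nuclei entered Seurat 5.3.0 (R 4.3.3, sctransform 0.4.2, Matrix 1.6.5), where the libraries were normalized with SCTransform, integrated on 3000 features and clustered on 30 principal components at a resolution of 0.8. The second round of clustering that the authors applied to excitatory neurons, and the subclusters of AST1, ENDO and Ex1–8, were not repeated.

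Clusters were named in each library from marker lists fixed before the data were examined. A marker counts as detected when at least 10% of the nuclei have a UMI of it and its level is at least 1.5 times that of the other nuclei, with 20 CPM added to both. A name needs at least 3 detected markers and at least 20 nuclei in the library, and it is withheld where another class has as many markers among the 10 leading genes, or as large a share of its list detected while the own list is not complete. Outside excitatory neurons it also needs a marker among the leading genes. Excitatory neurons were left out of this condition because they form many clusters, and clusters such as 1 of 2274 CN nuclei carry the name without it. This scoring rule is the last of 5 versions, since it was revised 4 times after the cluster tables had been seen, and the naming of each library apart was also chosen then. Another rule for ties was dropped without being run because it would have named a shallow MPTP-PD cluster endothelial-like. The versions were thus not blind to the shares, and each share that differs between them is given in the closing section. The names Ex1 to Ex13, AST1, ENDO, OLG and OPC were transferred from the part of Table S1 at hand, all CN nuclei, by the most common name among the 15 nearest labelled nuclei (scikit-learn 1.9.0). In 10-fold cross-validation, 77.7% of 1641 labelled nuclei received their own name.

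The level of a gene is the sum of its UMIs over the nuclei of a class, as CPM of the class. Log2 ratios of MPTP-PD over CN have 0.5 UMI added to each sum. Free RNA was measured in barcodes with 1 to 100 UMIs, and its share in a class is the median, over markers of other classes with at least 10 UMIs, of the class level over the free level, at most 0.9. Shares of nuclei with a UMI were taken after thinning to 500 UMIs, unless stated otherwise. The genes named in the text are those that the paper names for its own data, the marker genes, both apart from genes that are not reported here, and, in astrocyte-like and endothelial-like nuclei, the 5 genes at each end of the ratio among genes with at least 50 UMIs over both libraries. The direction of the ENDO DEGs was compared for listed genes with at least 10 UMIs over both libraries.

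Alternatives set before the data were examined were the limits in the text of the methods, at least 1000 UMIs, no doublet removal, clustering without integration or in each library alone, resolutions of 0.4 and 2, classes from the names of Table S1, 5 nearest nuclei, principal components without integration, another denominator, free RNA subtracted, means over nuclei, levels without mitochondrial genes and Malat1, no UMI added, and other limits on the UMIs of a gene. Alternatives added after the data had been seen were a Monte Carlo test against empty droplets (300 to 400 UMIs, 1000 draws, false discovery rate 0.01), the free RNA of barcodes with 300 to 400 UMIs, the earlier naming rules, names given to whole clusters, a name in 1 library given to both for excitatory neuron-like and cerebellar granule neuron-like nuclei and their clustering without integration, and nuclei with at most 10000 UMIs.

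The steps were tested on simulated data in which 200 genes were changed 4-fold and free RNA was mixed in at 30%, and they returned 200 of the changes in astrocyte-like sums, 198 in endothelial-like sums, and a free RNA share of 29.6% in both. The simulated classes held no transcripts of other classes' markers of their own. Real nuclei need not meet this, and where they do not, the share of free RNA is estimated too high and too much is subtracted. Transcription factor activity, cell communication, trajectories, gene set enrichment and PD-risk enrichment were not recomputed. The Table S4 values were read from the supplement and are used only for comparison.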

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

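The tests on medium spiny neurons in this part were chosen after the result was seen, and the test on Ttr was set before.

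Free RNA, which the paper does not report on, held 656 CPM of Ttr in MPTP-PD and 6.54 CPM in CN. MPTP-PD also held 35 choroid plexus epithelial cell-like nuclei (0.418%, 0.292% to 0.582%), a class that the paper does not describe, and no CN nucleus lay in their cluster, 0 of 16147, where 3 counts would be 0.0186%; this is no bound on such nuclei in other clusters. In these nuclei Ttr had 5223 CPM, Enpp2 6946 CPM and Clic6 884 CPM. Free RNA of choroid plexus epithelial cells in the MPTP-PD library is a candidate explanation for Ttr in every class. If it were the whole source, the level of Ttr in a class relative to its level in free RNA should match the share of free RNA in that class. It did not: the median ratio of the 2 over 15 classes was 0.443, between 0.0797 and 0.856. Either the shares of free RNA are estimated too high, as in endothelial-like nuclei with 48.5% where Ttr allows at most 21.5%, or free RNA in droplets with nuclei holds less Ttr. Of 5 other choroid plexus markers, 1 was higher in the free RNA of MPTP-PD beyond counting error and 4 were higher over all barcodes. No class apart from the choroid plexus one held more Ttr than free RNA does, and a free RNA share between 2.14% and 28.4% would give the levels found, but that these are the shares was not shown. Subtraction of the estimated shares, which exceed these, had to leave no Ttr and decides nothing. Free RNA from choroid plexus epithelial cells and a change of Ttr by MPTP cannot be told apart, since the shares do not match, the other markers are divided and the library is confounded with the condition. More choroid plexus tissue in the MPTP-PD mixture would also give the 35 nuclei, and an effect of MPTP on the choroid plexus was not tested.

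Mbp had 956 CPM in the free RNA of MPTP-PD and 158 CPM in that of CN. The median log2 ratio of the oligodendrocyte markers in free RNA was 1.39. In oligodendrocyte-like nuclei it rose less, by 0.97 on the log2 scale, and the share of the class rose by 1.64. Mbp also rose in astrocyte-like nuclei, from 24.9 to 314 CPM, where it is neither a marker nor a gene that the paper names. More white matter in the MPTP-PD mixture may account for both the share and the free RNA, and the higher share was kept among barcodes that differ from empty droplets, at a log2 ratio of 1.16. No test separates this from an effect of MPTP on oligodendrocytes, which stays open as untested.

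Genes of striatal neurons were also higher in the free RNA of MPTP-PD. Drd1 had 17.3 CPM against 2.45 CPM in CN, Rgs9 50.2 against 11.0 CPM, and Rarb 51.5 against 18.0 CPM. Medium spiny neurons that are present in CN in another state or cluster would leave their transcripts in the CN library. Over all barcodes, the median ratio of the 6 genes of the direct and indirect pathways was 5.83 in favour of MPTP-PD, which argues against that explanation for most of them, though fewer than 20 nuclei of a library would stay unnamed. Less striatal tissue in the CN library is a candidate explanation. It needs genes of both pathways to be lower in CN, outside nuclei too, and the median log2 ratio in free RNA was 2.72 for Drd1, Tac1 and Pdyn and 3.69 for Drd2, Adora2a and Penk. Not every striatal gene moved as far: over all barcodes Gnal had a log2 ratio of 0.77, Pde7b -0.11 and Pde10a -0.27. The depth of the libraries does not explain the gap, since CN holds the larger total of UMIs. With 1 library per condition, an effect of MPTP on striatal neurons stays open and was not tested.

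Across the marker lists of classes apart from oligodendrocytes, the median log2 ratio in free RNA was 0.82 for choroid plexus epithelial cells, 1.51 for medium spiny neurons, -0.69 for endothelial cells and -1.77 for smooth muscle cells, and the remaining lists lay between -0.64 and 0.50. Each list rests on few genes, and the smooth muscle list on 3.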

How the results depend on the processing

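The comparisons with empty droplets, with the free RNA of barcodes with 300 to 400 UMIs, with earlier naming rules, with names given to whole clusters, with names given to both libraries and with nuclei of at most 10000 UMIs, and all comparisons of excitatory neuron-like, cerebellar granule neuron-like, dentate granule neuron-like, pericyte-like and Bergmann glia-like shares, were chosen after the results were seen, and the other alternatives before the data were examined. No paired analysis was possible because each condition has 1 library. Share results are log2 ratios of the shares, MPTP-PD over CN.

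The rise of astrocyte-like and oligodendrocyte-like nuclei, the rise of Ex8-13 and the fall of Ex1-7 kept their direction under every alternative that was run for them. The limits in the text of the methods were applied to the nuclei already clustered, which left 15053 in CN and 6645 in MPTP-PD, and the ratio was 2.31 for astrocyte-like nuclei, -1.49 for Ex1-7 and 2.59 for Ex8-13. With at least 1000 UMIs, CN kept 9086 nuclei, and the ratio was 1.52 for astrocyte-like, 1.03 for oligodendrocyte-like and -1.07 for endothelial-like nuclei, -1.57 for Ex1-7, 1.56 for Ex8-13 and 6.55 for medium spiny neuron-like nuclei. Without doublet removal it was 1.68 for astrocyte-like nuclei and 2.41 for Ex8-13. As a share of non-neuronal nuclei it was 0.77 for astrocyte-like, 0.35 for oligodendrocyte-like and -1.50 for endothelial-like nuclei. The oligodendrocyte-like intervals overlap (6.24% to 8.48% against 8.24% to 10.4%), and that difference was not tested. Among barcodes that differ from empty droplets, CN kept 10752 nuclei, and the ratio was 1.57 for astrocyte-like, 1.16 for oligodendrocyte-like and -0.72 for endothelial-like nuclei, 1.66 for Ex8-13 and 6.82 for medium spiny neuron-like nuclei. With 5 nearest nuclei Ex1-7 had -1.52. With principal components without integration Ex1-7 had -1.69 and Ex8-13 2.33. The lower values of medium spiny neuron-like nuclei follow from the smaller denominator of CN, since CN held 0 of these nuclei and 3 counts stand in for it, which is no bound because fewer than 20 nuclei of a library stay unnamed; for the other moves in this paragraph the cause was not tested.

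The endothelial-like ratio of -0.21 lies within counting error and is not a called difference, whereas the intervals of the libraries were apart without doublet removal, without integration, with each library clustered on its own, at a resolution of 0.4, with at least 1000 UMIs, as a share of non-neuronal nuclei and among barcodes that differ from empty droplets. It was negative under every alternative except rule 1 of the 5 naming rules, where it was 1.57, because that rule counts a shallow MPTP-PD cluster of 487 nuclei and a CN cluster of 52 nuclei as endothelial-like. Rules 2 to 4 gave the value of rule 5, and the astrocyte-like, oligodendrocyte-like and medium spiny neuron-like values were the same under all 5 rules.

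The excitatory neuron-like ratio of -0.0943 reversed to 0.119 where a name in 1 library was given to both, since MPTP-PD clusters of 303 and 90 nuclei were then counted, to 0.0617 without integration, for which the cause was not tested, and to 1.85 (6.27% against 22.6%) under rule 1, which leaves more of CN unnamed, such as a cluster of 2274 nuclei. The cerebellar granule neuron-like ratio of 0.48 was 1.31 without integration, where a cluster of 389 CN nuclei was left unnamed while its 140 MPTP-PD nuclei were named, and 1.18 under rule 1, which leaves 330 CN nuclei unnamed. The Bergmann glia-like ratio of 1.80 was 1.06 under rule 1, which adds 48 CN nuclei. The pericyte-like ratio of 1.28 was 6.96 under rule 3, which leaves all 153 CN nuclei unnamed for a tie, so that 3 counts stand in for them. The dentate granule neuron-like ratio was -1.14 under rules 1, 3 and 4. Rule 2 names neither dentate granule neuron-like nor Bergmann glia-like nuclei and gives no value for them.

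No CN nuclei were named medium spiny neuron-like when classes were named in each library, at each resolution, and with each library clustered on its own. Without integration, 1 CN nucleus joined the MPTP-PD cluster and was too few to carry a name. Names given to whole clusters reversed the ratio to -0.40, because 636 CN nuclei share the integrated cluster. The count of nuclei with UMIs of at least 3 of 6 genes gave 1.60. This count has no match for depth, with a median of 1159 UMIs in CN and 4027 in MPTP-PD, and its cause was not tested. The alternatives of resolution and of clustering each library alone give no value for Ex1-7 and Ex8-13, since these names come from label transfer and not from clusters.

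The level of Bsg in endothelial-like nuclei was lower in MPTP-PD under every alternative run. None of them counted the shallow MPTP-PD cluster of 487 nuclei, which has Bsg among its 10 leading genes, as endothelial-like. The log2 ratio of Bsg was -9.31 after subtraction of free RNA and -9.17 with the free RNA of barcodes with 300 to 400 UMIs. In both, 3 counts stand in for MPTP-PD because its level is below that of the estimated free RNA. These are no bounds: at the upper counting limit of MPTP-PD the ratios are -5.81 and -5.30, and the 48.5% of free RNA subtracted in MPTP-PD exceeds the 21.5% that the level of Ttr allows, so that all values after subtraction in this class may rest on too high a share. It was -2.12 as a mean over nuclei and -2.25 in nuclei with at most 10000 UMIs. The share of ENDO DEGs with the sign of Table S4 was 41.9% for genes with at least 50 UMIs and 51.8% for genes with at least 1 UMI, since other genes were counted, and it was between 45.3% and 49.2% under the other alternatives.

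Of the 71 pairs of a named gene and a class, 30 were higher in MPTP-PD, and between 30 and 33 under the alternatives. Among pairs that differed beyond counting error, those that reversed follow. In astrocyte-like nuclei, Nrxn3 was 0.73 with the free RNA of barcodes with 300 to 400 UMIs subtracted and 0.0653 with at most 10000 UMIs. In endothelial-like nuclei, the mean over nuclei gave 0.16 for Igf1r, -0.40 for Nav3, 0.52 for Atp10a, 0.54 for Slco1a4 and -0.0931 for Nlgn1. Nuclei with at most 10000 UMIs gave 0.17 for Igf1r, -0.59 for Nav3, 0.50 for Atp10a, 0.48 for Slco1a4 and -0.31 for Nlgn1, because 3 MPTP-PD nuclei above that limit hold 43.2% of the UMIs of the class. Free RNA subtraction gave 0.20 for Atp10a and 0.16 for Slco1a4, and the free RNA of barcodes with 300 to 400 UMIs gave 0.00998 for Atp10a. Within counting error, Ptch1 in astrocyte-like nuclei turned from 0.0871 to -0.00511 and -0.00645 after subtraction of free RNA with either profile, and A2m from -0.42 to 0.28 with at most 10000 UMIs. Apart from the nuclei above 10000 UMIs, the cause was not tested.

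Other pairs moved beyond counting error: 30 of 60 after free RNA subtraction, 34 of 60 with the free RNA of barcodes with 300 to 400 UMIs, 34 of 71 as a mean over nuclei, 24 of 67 with at most 10000 UMIs, 5 of 71 without mitochondrial genes and Malat1, 4 of 71 with at least 1000 UMIs and 0 of 67 with no UMI added. Some pairs gave no value because neither library exceeded the limit of 3 UMIs. After free RNA subtraction these were Ttr in astrocyte-like, endothelial-like and Ex5 nuclei, and Bsg, Rps29 and Tmsb4x in astrocyte-like and Ex5 nuclei, under both profiles, Meg3 and Nrxn3 in astrocyte-like nuclei under the profile of 1 to 100 UMIs, and CT010467.1 and Hspa1a in astrocyte-like nuclei under that of 300 to 400 UMIs. With at most 10000 UMIs they were Rarb, Rgs9, Gm13269 and Gm10848 in endothelial-like nuclei. With no UMI added, pairs with 0 UMIs in a library gave none. The depth also limits the names: 40.7% of CN nuclei, with a median of 636 UMIs, carry none.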

Differences from the paper's values

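Of the tests in this part, only the comparison with empty droplets was chosen after the result was seen.

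At a resolution of 0.8, 37 clusters were found against the paper's 24. A resolution of 0.4 gave 27 clusters, the closest to the paper's value, and a resolution of 2 gave 48. In CN, 2903 barcodes were removed as doublets against about 1100 in Fig. S1C, read by eye, which is the paper's value. No alternative was set for this number.

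Table S4 gives the paper's log2 fold changes of ENDO cells. The values here are log2 ratios of CPM in endothelial-like nuclei. The fold changes of Table S4 may rest on integrated values, as weighed under other observations, so the measures may be unlike. Ttr had 6.17 against the paper's -13.82, Bsg -2.71 against the paper's 8.62, Hmcn1 -1.15 against the paper's 1.33, and Il1r1 0.64 against the paper's -8.14. Zbtb20 had -0.47 against the paper's 3.65, Myof 0.25 against the paper's -4.63, Cldn5 -2.19 against the paper's 6.40, and Ly6a -2.04 against the paper's 7.08. Cxcl12 had -3.75 against the paper's 3.21 and Negr1 2.25 against the paper's -3.11. With the same sign, Atp10a had -0.25 against the paper's -1.04, Slco1a4 -0.29 against the paper's -2.77, and Meg3 2.36 against the paper's 0.39. None of the alternatives set before the data were examined closed these gaps. Nav3 had 1.58 against the paper's -0.27, and the mean over nuclei, at -0.40, falls within counting error of the paper's value, whereas the other alternatives set before the data were examined do not. Of 15 genes, these and Hspa1a, 11 had the opposite sign here, as did 12 of 14 with a value after free RNA subtraction, 12 of 15 as a mean over nuclei, 10 of 13 with no UMI added, and 11 of 15 with at least 1000 UMIs and without mitochondrial genes and Malat1. With the direction of Table S4 turned, the sign would be shared by 53.7% of the 669 genes compared, against 46.3% as listed, so that a turn does not bring the tables onto 1 scale.

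For AST1, the values here are those of astrocyte-like nuclei. Ttr had 5.55 against the paper's -10.61, Bsg -0.87 against the paper's 2.39, Tmsb4x -1.01 against the paper's 1.03, and Rps29 -0.38 against the paper's 2.59. Slc1a2 had 0.43 against the paper's -4.28, Lhfpl2 -0.37 against the paper's 4.02, and Hspa1a -3.78 against the paper's 0.75. With the same sign, Dbx2 had -0.39 against the paper's -2.60, Ptch1 0.0871 against the paper's 5.03, Pdgfrb 0.52 against the paper's 2.15, Vcan -0.93 against the paper's -4.87, and Negr1 -0.15 against the paper's -3.56. None of the alternatives set before the data were examined closed these gaps, and 7 of the 12 genes had the opposite sign here, or 4 of the 8 with a value after free RNA subtraction.

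The paper states that Ttr went down and Bsg, Rps29 and Tmsb4x went up in PD, in ENDO and Ex5 among others. Here Ttr was higher in MPTP-PD in Ex5 nuclei, at a log2 ratio of 6.41, and Bsg, Rps29 and Tmsb4x were lower there, at -1.46, -1.46 and -1.68, and in endothelial-like nuclei Rps29 and Tmsb4x had -1.90 and -1.72. From cell density in the UMAP, the paper states that the fraction of Ex4 increased, whereas by composition it lists Ex1–7 as underrepresented in MPTP-PD. Here the share of Ex4 was 4.01% of CN and 2.83% of MPTP-PD, the direction of the paper's composition result. Cell density was not computed. The paper states that ENDO was underrepresented in PD, and here the difference, 2.32% against 2.00%, lay within counting error. It also did with the limits in the text of the methods. At a resolution of 2 (2.31% against 1.92%) and with the names of Table S1 (2.46% against 2.03%), MPTP-PD held fewer and the intervals overlapped. Overlap alone does not place a difference within counting error, and these differences were not tested. The difference exceeded counting error, with fewer in MPTP-PD, without doublet removal (2.76% against 2.03%), without integration (2.64% against 1.95%), with each library clustered on its own (2.63% against 1.98%), at a resolution of 0.4 (2.64% against 2.02%), with at least 1000 UMIs (3.72% against 1.78%), as a share of non-neuronal nuclei (17.3% against 6.09%) and among barcodes that differ from empty droplets (3.48% against 2.11%). The paper states that the targets of Dbx2 were under-expressed in PD and those of Sox13 the opposite. Of 4 named targets of Dbx2, 1 was lower and 3 were higher. Of 7 named targets of Sox13, 1 was higher and 2 were lower beyond counting error.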

Other observations

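The tests on the large endothelial-like nuclei, the second test on free RNA of neurons, the test at one depth for Ex1-7 and the test on shallow endothelial-like barcodes were chosen after the result was seen, and the others were written before their results, though the comparison with empty droplets was itself added once the data had been seen.

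The ENDO sheet of Table S4 gives for each gene a share of PD cells and a share of CN cells above 0. Across genes, which are not independent replicates, the share for CN followed the share of CN nuclei with a UMI (Spearman 0.924), whereas the share for PD did not follow the share of MPTP-PD nuclei with a UMI (-0.0880, or -0.0738 over the 728 genes among the 3000 features used here). Ppp1r17 has a PD share of 91.4% in the table and 0% of MPTP-PD nuclei with a UMI. The adjusted p-value is 3000 times the p-value for 852 of 852 genes. A candidate explanation is that these fold changes were computed on integrated values and not on counts. The ratio of 3000 and the mismatch of the PD shares had been seen before the test was written. The share of MPTP-PD nuclei with an integrated value above 0 followed the PD share of the table with a Spearman correlation of 0.825, a fit that counts alone did not give. The test also asked that the difference of the libraries on integrated values have the sign of the table for far more than 50% of the genes. The plain mean difference missed this, at 52.1%, whereas a fold change of the integrated values met it, at 73.4%, with a Spearman correlation of 0.599 to the log2 fold changes of the table. The test is therefore met in part. The integration here is not that of the study, and the source of the table stays open.

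In endothelial-like nuclei, 7 neuronal genes (Rbfox1, Meg3, Nrxn3, Negr1, Cntn1, Nrcam and Nlgn1) were higher in MPTP-PD. Free RNA of neurons was weighed first. Relative to free RNA and its share in the class, the median level of these genes was 1.94 in MPTP-PD and 0.731 in CN, which left it open by the limits set before. The estimated share of 48.5% in MPTP-PD exceeds the 21.5% that the level of Ttr allows, and a lower share would raise the value of MPTP-PD. Free RNA should enter all droplets alike, yet 84.2% of the 5911 UMIs of these genes in MPTP-PD lay in 3 nuclei above 10000 UMIs that hold 43.2% of all UMIs of the class, which argues against free RNA as the whole source. A few nuclei with the RNA of neurons, such as doublets of an endothelial cell and a neuron, may account for the rise. Without the nuclei above 10000 UMIs, the median log2 ratio of the 7 genes fell from 2.25 to 0.65. Meg3 (1.06), Nrxn3 (0.70) and Cntn1 (1.55) stayed above 0 beyond counting error, so that these nuclei do not account for the whole rise. The limit was picked on these data, and an effect of MPTP was not tested.

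The lower share of Ex1-7 in MPTP-PD could come from shallow CN barcodes. Among barcodes that differ from empty droplets its log2 ratio was -1.35, close to the value of -1.41 over all nuclei, which argues against shallow barcodes as the whole cause. Fewer UMIs per nucleus in CN could also favour these names, since nuclei named Ex1 to Ex7 in Table S1 had a median of 1288.5 UMIs and those named Ex8 to Ex13 5538 UMIs. With every nucleus thinned to one depth, on principal components without integration, the ratio was -1.55. On such components without thinning it was -1.69. The gap was thus smaller at one depth but remained, which argues against depth as the whole cause. The names come from CN nuclei alone, so a difference between the libraries in how well they transfer stays open, as does an effect of MPTP, which was not tested.

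The lower share of endothelial-like nuclei in MPTP-PD lies within counting error over all nuclei. Shallow CN barcodes would account for it only inside the class, since outside it they lower the CN share. For equal shares 13.8% of the CN nuclei of the class would have to go. All of them, 374 of 374, differ from empty droplets. A class named from its own markers would mostly do so in any case, so this test cannot decide on shallow barcodes. A different yield of endothelial nuclei in each preparation and an effect of MPTP both stay open and were not tested.

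By the rule set for the ends of the ratio, the largest ratios in astrocyte-like nuclei were those of Scel (0 UMIs in CN and 52 in MPTP-PD), Six3os1 (0 and 50), Ttr, Gm29361 (1 and 63) and Mbp, and the smallest those of Dapk2 (-3.71), Ebf1 (-2.98), Hmcn1 (-2.80), Tll1 (-2.66) and Tmem266 (-2.51). In endothelial-like nuclei the largest were Ttr, Rarb (2 and 90 UMIs), Gm13269 (1 and 50), Gm10848 (2 and 67) and Rgs9 (2 and 54). All UMIs of Rarb, Gm13269, Gm10848 and Rgs9 in the MPTP-PD nuclei of the class lay in 5 nuclei. The smallest were Hspa1a, Hspa1b, Rhoc (79 and 2 UMIs), Rgs5 (-3.77) and Cxcl12. A CN cluster of 330 nuclei, among the 854 cerebellar granule neuron-like nuclei of CN, had a median of 33008.5 UMIs and 1 marker of the class among its leading genes; whether it holds doublets was not tested.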
